# Light-induced epigenetic modifications in the hypothalamus during avian embryonic development enhance phenotypic plasticity

**DOI:** 10.3389/fcell.2025.1573705

**Published:** 2025-06-26

**Authors:** Joanna Bartman, Tali Rosenberg, Hadar Parnas, Ronit Yosofov, Natalie Avital-Cohen, Ron Weiss, Gal Harmatz, Israel Rozenboim, Asaf Marco

**Keywords:** green monochromatic illumination, epigenetic modifications, embryonic development, hypothalamus, avian

## Abstract

**Introduction:**

Early brain development is highly sensitive to environmental cues, which can exert lasting phenotypic effects. Targeted external interventions during this critical period can shape developmental trajectories and influence an animal’s phenotype. Aligned with this concept, fetal responses to light-induced stimuli—varying in wavelength, frequency, and duration—are thought to facilitate adaptive reactions that enhance phenotypic plasticity and equip organisms to meet environmental challenges.

**Methods:**

In this study, broiler eggs were exposed to green monochromatic illumination (GMI) either continuously throughout incubation (Green) or during the final 3 days only (G3D) and compared to dark and white light controls.

**Results:**

Genome-wide analyses revealed significant transcriptional changes in the hypothalamus of the G3D group, identifying over 500 differentially expressed genes related to growth, metabolism, appetite, and immunity. Epigenetically, GMI exposure increased phosphorylated CREB1 (pCREB1) binding levels and chromatin accessibility at specific gene promoters, underscoring the role of light-induced developmental programming. Notably, these effects were exclusive to the G3D group, highlighting the last 3 days of incubation as a critical window for intervention. In G3D, cFOS immunostaining revealed heightened hypothalamic responsiveness to a post-hatch green light pulse, indicating that in-ovo GMI primed the brain’s circuitry for future stimuli. Mechanistically, our findings suggest that GMI-induced hypothalamic adaptations are mediated, at least partially, through retinal green photoreceptors. Pre-exposure to blue light, which disrupts green photoreceptor activity, reduced retinal green opsin levels and nullified the epigenetic changes typically observed in the G3D group. Last, G3D chicks exhibited enhanced growth and improved food conversion ratios (FCR), particularly during early post-hatch development. Consistent with our transcriptomic and epigenetic data, the BG6D group showed no significant changes in body weight or FCR.

**Discussion:**

Collectively, these findings highlight how specific wavelengths and precise timing of light exposure during embryogenesis can shape post-hatch phenotypes through transcriptional and epigenetic mechanisms.

## 1 Introduction

In the early stages of development, the brain demonstrates an extraordinary susceptibility to environmental stimuli and modifications. These stimuli have the capacity to elicit long-term effects, shaping the phenotype of the organism later in life (Feil and Fraga, 2012). Largely owing to the avian embryo’s development outside the mother’s body, early environmental manipulation allows for the isolation of maternal effects and provides an effective means to modulate and guide offspring developmental trajectories with minimal confounding variables (Carvalho et al., 2023; Carvalho et al., 2020; Porter, 2000; Kisliouk et al., 2024). Previous studies (Porter, 2000; Kisliouk et al., 2024); have demonstrated that in-ovo manipulations can exert lasting effects on offspring, offering a straightforward and practical approach to enhance growth performance and increase resiliency.

Among different environmental stimuli, light exposure at varying wavelengths, frequencies, and durations was demonstrated to impact physiological, cellular, and molecular aspects. Though not fully understood, it is suggested that fetal responses to light-induced stimuli facilitate an adaptive (or maladaptive) reaction that promotes phenotypic plasticity and prepares organisms to cope with environmental challenges (Villamizar et al., 2014). These responses encompass changes in the control mechanisms governing circadian rhythms, metabolism, fertility, and growth (Piestun et al., 2015; Yalcin et al., 2022; Lucon-Xiccato et al., 2023; Septriani et al., 2021). While the mechanism by which light triggers changes in the brain remains to be fully elucidated, several studies have proposed a connection between the activation of retinal photoreceptors, the visual cortex, and subsequent responses in different brain regions (Fernandez et al., 2018; Nash et al., 2019). Furthermore, research has revealed that various vertebrates possess extra-retinal photoreceptors (ERPRs), located in other tissues such as the skin, pineal gland, and hypothalamus (Soni et al., 2021; Yoshikawa and Oishi, 1998; Pérez et al., 2019). These ERPRs appear to play crucial roles in diverse physiological responses, including the detection of seasonal changes and regulation of fertility (García-Fernández et al., 2015).

Accordingly, our previous studies along with those of others, have shown that artificial targeted illumination at red wavelengths significantly affects the reproductive system in birds (Oishi and Lauber, 1973; Mobarkey et al., 2010), whereas shorter wavelengths, such as green, mainly inhibit it (Benoit and Assenmacher, 1966; Mobarkey et al., 2013; Bédécarrats, 2015). Moreover, studies across different species have demonstrated that prolonged exposure to blue wavelengths can bleach and disrupt the activity of green photoreceptors, subsequently interfering with the signals transmitted from the retina to the brain (Grimm et al., 2001; Grimm et al., 2000). Thus, adjusting the illumination or intensifying a specific wavelength can lead to the development of distinct phenotypes. Further supporting evidence has shown that prolonged exposure to green monochromatic illumination (GMI) during avian incubation (in-ovo) significantly increases post-hatch body and muscle weight (Dishon et al., 2021). The observed phenotype remained stable and consistent throughout adulthood, suggesting long-term phenotypic programming as a result of in-ovo GMI exposure. Moreover, these investigations have highlighted the temporal sensitivity of these mechanisms, identifying a critical time window during the last 3 days before hatching where the most significant impact was observed. Particularly, phenotypic effects induced by both acute and chronic GMI exposures are partly mediated by transcriptional changes in the hypothalamic-pituitary–somatotropic axis, which includes the secretion of growth hormone-releasing hormone (GHRH) and the subsequent stimulation of growth hormone (GH) and insulin-like growth factor 1 (IGF-1) (Dishon et al., 2021). Beyond its role in growth regulation, the hypothalamus is a vital brain region that governs various physiological processes, including appetite, immunity, and metabolic pathways (Suzuki et al., 2012; Belluardo et al., 1987; Kim et al., 2020). Hence, it is plausible to consider that exposure to GMI at different developmental stages could elicit alterations across a diverse range of biological pathways.

Henceforth, in this study, we employed broiler embryos to investigate whether acute and prolonged exposure to GMI during the critical developmental periods, could epigenetically reprogram the ‘set points’ of hypothalamic circuits. To address these questions, broiler eggs were subjected to two distinct lighting regimes: green monochromatic illumination throughout incubation (Green) and green monochromatic illumination only during the last 3 days of incubation (G3D). These animals were compared to two control groups (dark and white polychromatic illumination). RNA-seq analysis of hypothalamic samples at day of hatch (DOH) revealed minimal gene expression changes in the White and Green groups compared to control. In contrast, the G3D group showed significant transcriptional alterations with over 500 differentially expressed genes (DEGs) related to growth, appetite, and metabolism. Correspondingly, this group also exhibited increased phosphorylated CREB1 (pCREB1) and Histone H3 Lysine 27 acetylation (H3K27ac) binding levels at gene promoters. Next, we investigated whether hypothalamic responsiveness to GMI was enhanced following epigenetic reprogramming. To achieve that, broiler eggs were incubated under four conditions (Control, White, Green, G3D). At hatch, we subjected chicks to a post-hatch green light pulse and assessed cFOS levels, a broad marker of neuronal activity. While no significant differences were observed in the Green or Control groups, the G3D group showed a significant increase in cFOS expression, indicating heightened post-hatch hypothalamic sensitivity to green light.

In a separate set of experiments, pre-exposure to blue light before GMI significantly reduced retinal green opsin levels and completely nullified the epigenetic changes observed in the G3D group. Consistent with the molecular effects seen at DOH, the G3D group displayed a mild increase in post-hatch body weight (from DOH to day 16) and improved food conversion ratio (FCR), reflecting enhanced metabolic efficiency. Collectively, these findings underscore the pivotal role of specific wavelengths and timing of light exposure in shaping broilers’ developmental trajectories via transcriptional and epigenetic mechanisms. Furthermore, our results reveal that GMI exerts broad effects on hypothalamic function, enhancing growth and metabolic efficiency while preserving animal health and wellbeing.

## 2 Methods

### 2.1 Animals and tissue processing

All trials and procedures were approved by the Animal Care and Welfare Committee of The Hebrew University of Jerusalem, Israel on the seventh of August 2020, Research number AG- 20–1631-3, and on the first of February 2024, Research number AG- 24- 17,467–4.

Three hundred fertile broiler eggs (Ross 308), with an average weight of 60.5 ± 0.7 g, were incubated during three individual trials in different lighting treatments: dark (control), white for all incubation and hatching periods (White), GMI for the whole duration of incubation and hatching (Green), GMI only in the last 3 days of incubation - hatching period (G3D) and blue from embryonic day 16 (E16) until embryonic day 18 (E18) followed by GMI on last 3 days of incubation (BG6D). All illumination systems were located above the egg trays, separated with light-proof dividers, and set to an even illumination intensity of 0.1 W/m2 (LI-CORE light meter, Lincoln, USA). Monochromatic and polychromatic wavelengths were measured using UPRtek MK3505 Handheld Spectrometer® for spectral analysis and detection of spectral bleeding. On day of hatch (DOH), Hypothalamic tissues were collected from all four groups and divided into two hemispheres; one for gene expression analysis via RNA sequencing, and the second hemisphere was used to determine alteration in chromatin accessibility in the vicinity of targeted genes. All samples were snap-frozen in liquid nitrogen immediately and stored at −80°C.

12 chicks (3 chicks from control, White, Green, and G3D treatment groups) at DOH were subjected (post-hatch) to 5 min of green monochromatic pulse of light, followed by 30 min in darkness. Overall, three chicks from all treatment groups (with and without pulse) were sacrificed and whole brains were collected for immunofluorescence staining. Brains were drop-fixated in 4% Paraformaldehyde and stored in PBS azide at 4°C until slicing.

At the last trial, 96 chicks were incubated in Control, Green, G3D, and BG6D illumination regimes. At DOH, the chicks were transferred to a rearing facility where they were housed in three identical rooms divided into four equal pens (1.5 m^2^). In each section, we reared chicks from each treatment group. Animals were reared according to primary breeder recommendations according to the ROSS broiler management handbook and illuminated with standard white polychromatic lighting during the entire duration of the experiment.

Weekly body weights (BW) were recorded. Between day 8 and the end of the experiment, at 35 days of age, feed consumption was recorded every other day (total of 12 sections) for FCR assessment. FCR was measured for each animal after each weighting by the following formula:

$$\left\{\frac{\left(\frac{\text{Feed}\text{cosnsumed}\text{in}\text{eac}h\text{section}}{\text{Number}\text{of}\text{animals}\text{in}\text{each}\text{section}}\right)}{\text{Weight}\text{gain}\text{of}\text{each}\text{animal}}\right\}$$

### 2.2 RNA isolation and sequencing

RNA was extracted from one of the hypothalamic hemispheres. Total RNA was isolated using TriReagent (Molecular Research Center, Cincinnati, OH) according to the manufacturer’s instructions. RNA quantity and purity were measured using TapeStation (Agilent Technologies, Santa Clara, CA). RNA-seq was conducted at the Crown GenomicsInstitute of the Nancy and Stephen Grand Israel National Center for Personalized Medicine (INCPM), Weizmann Institute of Science (Rehovot, Israel). As previously described by Rosenberg et al. (2022), an adaptation of the bulk MARS-Seq protocol (Keren-Shaul et al., 2019) was used to generate RNA-seq libraries for expression profiling of all groups (Control (dark), White, Green, G3D; n = 3–4/group). Briefly, 200 ng of input RNA from each sample was barcoded during reverse transcription and pooled. Following Agencourt Ampure XP beads cleanup (Beckman Coulter, Luzerne, Singapore), the pooled samples underwent second-strand synthesis and were linearly amplified by T7 *in vitro* transcription. The resulting RNA was fragmented and converted into a sequencing-ready library by tagging the samples with Illumina sequences during ligation, RT, and PCR. Libraries were quantified by Qubit and TapeStation. Sequencing was performed on a Nextseq 75 cycles high output kit (Illumina).

### 2.3 RNA-seq analysis

Illumina adapters were trimmed from the reads using Cutadapt (V3.4) (Martin, 2011). The resulting reads were mapped onto 3′ UTR regions (1000 bases) of the Gallus genome (Galgal 6.0, UCSD) according to Refseq annotations, using STAR (Dobin et al., 2013) with 82% alignment rate, resulting in an average of ∼12 million mapped reads per sample. Deduplication was carried out by flagging all reads that were mapped to the same gene and had the same UMI. Read counts per gene were calculated using HTseq-count (Anders et al., 2015). Differential gene expression and downstream analyses were performed using DESeq2 (Love et al., 2014) (adjusted p-value <0.05). We assessed the expression of all DEGs, with respect to the Control (dark) group and clustered them with R packages Circlize (0.4.15), ComplexHeatmap (2.18), gridExtra (2.3), viridis (0.6.4). Respective heatmaps were generated by custom R scripts and the Complexheatmap R package. Unique and shared DEGs analysis was performed with InteractiVenn (Heberle et al., 2015). Metascape suite was used for Gene Ontology (GO) analysis (Zhou et al., 2019). The combined score (-log(p) * oddsRatio) of the motif enrichment was calculated by the Enrichr package (Chen et al., 2013). DNase, H3K27ac and H3K4me3 ChIP-seq data were adopted from Pan et al. (2023) to generate gene tracks in IGV (Pan et al., 2023).

### 2.4 Chromatin-immunoprecipitation (ChIP) and qPCR

The remaining hypothalamic hemisphere was cross-linked with 1% formaldehyde (Electron Microscopy Sciences, Hatfield, PA, cat# 15714) for 10 min at room temperature and quenched with glycine quenching solution (Cell Signaling Technology, Danvers, MA, cat# 7005S). Crosslinked samples were resuspended in a ChIP lysis buffer (0.99% SDS, 9.9 mM EDTA, 49.5 mM Tris-HCl pH8.8, protease inhibitor 0.99M), and sonicated (Bioruptor Plus, Diagenode) to release 200–1000 bp fragments, assessed by TapeStation (Agilent Technologies, Santa Clara, CA). Samples were diluted 1:5 with a ChIP dilution buffer (167 mM NaCl, 16.7 mM Tris-HCl pH8, 1.2 mM EDTA, Tritonx1.1, 0.01% SDS). Antibodies (1:50) against pCREB (phospho S133) (Abcam, Cambridge, MA, cat# ab32096, RRID: AB_731734) or H3K27ac (Cell Signaling Technology, Danvers, MA, cat# 8173, RRID: AB_10949503) were immunoprecipitated at 4°C over-night. The samples were then conjugated to Magna ChIP Protein A + G Magnetic Beads (Sigma-Aldrich, St. Louis, MO, cat# 16–663) or Sera Mag SpeedBeads Protein A/G (Cytivia, Marlborough, MA, cat# 1715–2104–010150) at 4°C overnight. Immunocomplexes were washed sequentially with the following buffers: low-salt buffer (0.1% SDS, Tritonx1, 1 mM EDTA, 20 mM Tris-HCl pH8, 0.15M NaCl), high-salt buffer (0.1% SDS, Tritonx1, 2 mM EDTA, 1M Tris-HCl pH8, 0.5M NaCl), and two washes with TE buffer (10 mM Tris-HCl pH8, 1 mM EDTA). The samples were then eluted with the following buffer: (1% SDS, NaHCO3 90 mM), coupled with RNAse A (Cell Signaling Technology, Danvers, MA, cat# 7013) for 20 min at 37°C. Chromatin was deproteinized and de-crosslinked with proteinase K (Thermo Fisher, Waltham, MA, cat# 4333793) and NaCl 175 mM for 4 h at 62°C. Deconjugated samples were heated for 10 min at 95°C. DNA was purified and precipitated using DNA purification buffers and Spin Columns (ChIP, CUT&RUN) 1 Kit (Cell Signaling Technology, Danvers, MA, cat# 14209) or MinElute PCR Purification Kit (QIAGEN, Venlo, Netherlands, cat# 28004). Real-time PCR (qPCR) was performed in CFX Connect Real-Time PCR Detection System (Bio-Rad, Hercules, CA) with PerfeCTa SYBR Green FastMix, ROX (Quanta BioSciences, Gaithersburg, MD, cat# 95072–012). Dissociation curves were analyzed following each real-time PCR to confirm the presence of only one product and the absence of primer dimer formation. Results were normalized to 5% input samples that were not precipitated. The threshold cycle number (Cq) for each tested region in proximity to a specific gene (X) was used to quantify the relative abundance of those binding levels using Formula 2 (Ct ChIP X–Ct input).

The primers used for real-time PCR are listed in the table below (Table 1):

**TABLE 1:** Primer sequences used in ChIP-qPCR to evaluate pCREB and H3K27ac enrichment at promoter regions of targeted genes.

Gene name	Forward sequence	Reverse sequence
Agrp	CTTTGCTGCGTCTCGTCC	CAGCCCCACTCACGTACAA
Gal	TGCACATACCTACACTGGCT	ATGAAGCTCTCCCCAGTG
Ghrh	TGCTCAACCCCGAAAACC	GCACGAGGGAAGGGGTATG
Leprot	CGTACGTCTTAGAGGCACACACA	CTCCCGTCGCCATGGTTA
Pacap	AGCGACGGAATCTTTGCAAA	AATATTGCCCGTCCTCCTCC
Trh	GATGCCCCAAACAAAACAC	TGTCAGGGAGCAGTAAGGC
Vip	GCGTGGCTGCTCATGAATTA	GAGCAATCACGTTACTGGGGA

### 2.5 Immunofluorescence staining

Brains from all eight treatment groups (with and without pulse, n = 3 per group) were embedded in 4% agar solution and coronally sectioned at 40 µm using a vibratome (Leica Biosystems). Two sections per animal were washed in PBST (20 mM Tris, pH 7.4, 150 mM NaCl, 0.05% Tween 20), blocked in PBST +4% BSA (Sigma Aldrich, St. Louis, MO, cat# A3912-100G) for 2 h, and then incubated overnight at 4°C with primary antibody (anti-rabbit cFOS antibody 1:250; Santa Cruz Biotechnology, Dallas, TX, cat# sc-166940, RRID: AB_10609634 or mouse monoclonal CREB1 antibody 1:250, Santa Cruz Biotechnology, Dallas, TX, cat# sc-377154, RRID: AB_3674738, dilution). After washing three times in PBST, the sections were incubated at room temperature for 3 h with a secondary antibody (Anti-Rabbit IgG H&L, Alexa Fluor^®^ 488, Abcam, Cambridge, UK, cat# ab150077, RRID: AB_2630356 or Anti-Mouse Alexa Fluor^®^ 594, Abcam, Cambridge, UK, cat# ab150116, RRID: AB_2650601). Sections were incubated with (4′,6-diamidino-2-phenylindole) DAPI (Sigma-Aldrich, St. Louis, MO, cat# D9542) for 15 min before they were mounted on slides using VECTASHIELD^®^ (Vector Laboratories, Newark,CA, cat# H-1000–10) and imaged using an Andor BC43 confocal microscope (Oxford Instruments, Abingdon, UK). The correct coordinates for the hypothalamus on the coronal slices were determined using a stereotaxic atlas of the chick brain, specifically referencing plates A 7.8, A 8.0, and A 8.2. (Kuenzel and Masson, 1988). Images were processed in Fiji, counting cFOS-positive cells from both hemispheres of the hypothalamus in each image. CREB1 and nuclear DAPI puncta within a defined hypothalamic region of interest (ROI, in mm^2^) were identified using the “Spots” detection model in Imaris 10 microscopy image analysis software (Oxford Instruments). The shortest distance between each CREB1 punctum and the nearest DAPI-labeled nucleus was calculated. A threshold of ≤3 µm was used to define nuclear localization. CREB1 puncta within this distance were classified as nuclear p-CREB1, while those located >3 µm fsrom DAPI were categorized as cytosolic (non-phosphorylated) CREB1.

### 2.6 Western blot

Retinas from the right eye of the hatchlings were homogenized with 2x Leamly sample buffer (120 mM Tris–HCl, pH 6.8, 4% SDS, 20% glycerol, and 10% β-mercaptoethanol). Protein extracts were separated on a 12% SDS-polyacrylamide gel and transferred them to nitrocellulose membranes. The membranes were blocked in Tris-buffered saline with Tween 20 (20 mM Tris, pH 7.4, 150 mM NaCl, and 0.05% Tween 20) + 5% bovine serum albumin (BSA) (Sigma Aldrich, cat# A3912-100G) for 1 h at room temperature and incubated overnight with anti-mouse green opsin (1:1000; Cell Signaling Technology, Danvers, MA, cat# ab150077, RRID: AB_2630356) or anti-rabbit β-actin (1:5000; (Cell Signaling Technology, Danvers, MA, cat# 4970, RRID: AB_2223172) antibodies at 4°C. The membranes were washed and then incubated with HRP conjugated anti-mouse and anti-rabbit secondary antibodies (1:10,000; GE Healthcare) at room temperature for 1h. A chemiluminescent signal was detected using PierceTM ECL Western blotting Substrate (Pierce Biotechnology, Waltham, MS, cat# 32106) by the ChemiDocTM XRS + molecular imager^®^ (BIO-RAD, Hercules, CA, USA), and densitometric analysis was performed using ImageJ open-source software.

### 2.7 Statistical analysis

GraphPad Prism 10.1.2 software was used for all statistical analyses. All data were examined for normality by the Shapiro-Wilk normality test. Sample number (n) included the number of individual animals in each treatment group (indicated in the figure legends). One-way ANOVA followed by Fisher’s LSD multiple comparison tests were used. Figure data are presented as mean ± standard error mean (SEM), with exact n- and p-values for effects, as well as p-values for multiple comparisons reported in the legends.

## 3 Results

### 3.1 In-ovo GMI exposure alters hypothalamic transcriptional programming in pathways related to growth, metabolism, and appetite

We have previously shown that in-ovo GMI -exposure significantly increases both body and muscle weight, which were accompanied by a significant increase in hypothalamic GHRH expression (Dishon et al., 2018). Thus, our first objective was to evaluate unbiasedly whether GMI promotes additional hypothalamic transcriptional alterations. Here, avian eggs (Ross 308) were randomly subjected to four distinct lighting regimes during incubation: (i) dark incubation, serving as the control group (Control); (ii) white polychromatic illumination throughout the entire 21-day incubation period (White), aimed at assessing the importance of targeting the green wavelength for the desired effect; (iii) green monochromatic illumination throughout the entire incubation period (Green), aimed at establishing the significance of exposure duration; (iv) and green monochromatic illumination only during the last 3 days of incubation (G3D) (Figure 1a). 

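Hypothalamic RNA from 15 chicks was profiled by bulk MARS-Seq, a method that barcodes each sample during reverse transcription, reads the 3′ ends of transcripts and tags each molecule with a unique molecular identifier (UMI). The deposited data cover 4 Control, 4 White, 3 Green and 4 G3D samples. Samples were barcoded one by one and pooled before amplification, and the counts of each sample are called a library here. Control eggs had 0 days of light, White and Green eggs 21 days and G3D eggs 3 days. The authors trimmed adapters with Cutadapt, mapped the reads with STAR onto the 3′ UTR regions of the chicken genome (Galgal 6.0), marked reads with the same gene and the same UMI as duplicates, and counted reads per gene with HTSeq-count. The deposited values are whole-number counts for 24356 Ensembl genes, without normalization. Total counts per sample were between 6066732 and 9501555 in Control (median 7920824), between 3944530 and 8077895 in White (median 5894074.5), between 5898618 and 8205918 in Green (median 7349032) and between 4196251 and 7979031 in G3D (median 6198347). The paper states an average of about 12 M mapped reads per sample, while the deposited counts had a mean total of 6.75 M per sample, and the values given here use these counts. Every pair of samples of the same group differed by more than counting error alone gives, with a chi-square per degree of freedom between 11.7 and 27.6 over 21 pairs. Groups were compared with edgeR's quasi-likelihood test on all 15 samples in one fit, with TMM normalization and Benjamini-Hochberg adjustment, over the 10475 genes that passed edgeR's expression filter. The common biological coefficient of variation was 0.258. The paper used DESeq2, which was run here as an alternative. In simulated counts with 200 genes changed 2-fold in G3D, edgeR recovered 44% of the changed genes and called 7 unchanged genes among 10245 tested. In the same simulation DESeq2 recovered 53.5% and called 19 unchanged genes among 10475. Gene symbols were taken from Supplementary Table S1, which pairs 568 identifiers with a symbol, so that 5.42% of the genes tested have a name here and each of these is a gene the paper lists as a DEG. The deposited table gives no positions, so no coordinates are given.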

At DOH, hypothalamic tissues from all aforementioned groups were extracted and subjected to RNA-seq. 

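PCA of the 15 libraries was run on log2 CPM (counts scaled by library size, with a prior count of 2) of the 500 most variable genes. The first component (PC1) held 25.0% of the variance and the second 10.7%. All 7 libraries of the GMI groups, Green and G3D, scored 2.75 or more on PC1, and all 8 Control and White libraries scored -0.447 or less. The difference between the GMI libraries and the other 8 took 18.4% of the variance, where random division gives 7.14% on average. In an exact permutation test over the 6435 divisions of the libraries into groups of 7 and 8, 2 divisions gave a share as large, the real one included (p = 0.000311). This division is the clustering that the paper describes for the same samples, so it was not an independent choice. The lights stood above egg trays with light-proof dividers, and no tray or batch is given for the samples. The p therefore does not separate light from tray or batch. The share was between 16.8% and 20.8% with each library left out in turn, and a prior count of 10 moved it most, to 25.0%.

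**Figure D1:**
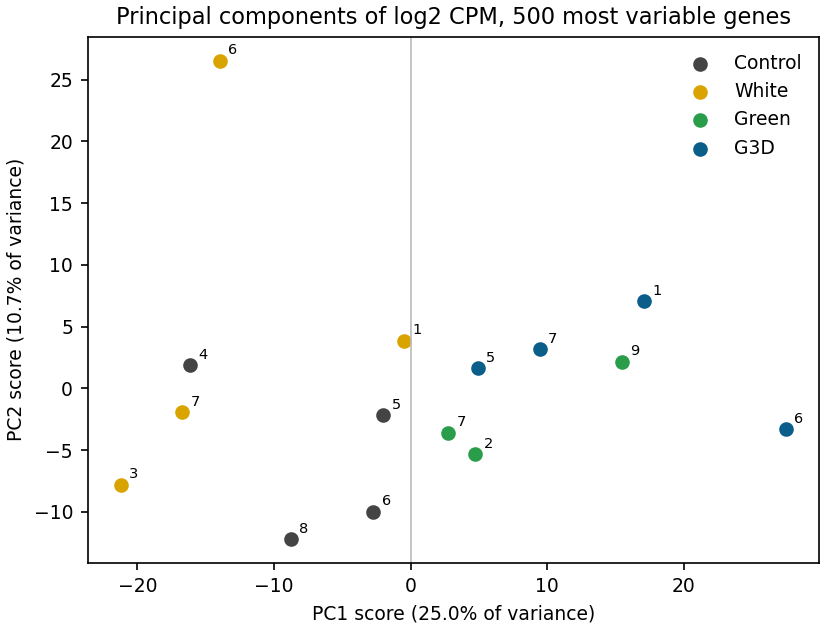
Scores of the 15 libraries on PC1 (x axis) and PC2 (y axis), 1 point per library, coloured by group and labelled with its replicate number. The 7 Green and G3D libraries lie at PC1 scores of 2.75 or more and the 8 Control and White libraries at -0.447 or less.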

Principal component analysis (PCA) illustrated the clustering of the Green and G3D groups, showcasing marked differences from the Control and White groups (Supplementary Figure S1). Next, we quantified differentially expressed genes (DEGs) in the three groups (White, Green, G3D), relative to the dark–incubated group (Control), (Supplementary Table S1).

**FIGURE 1:**
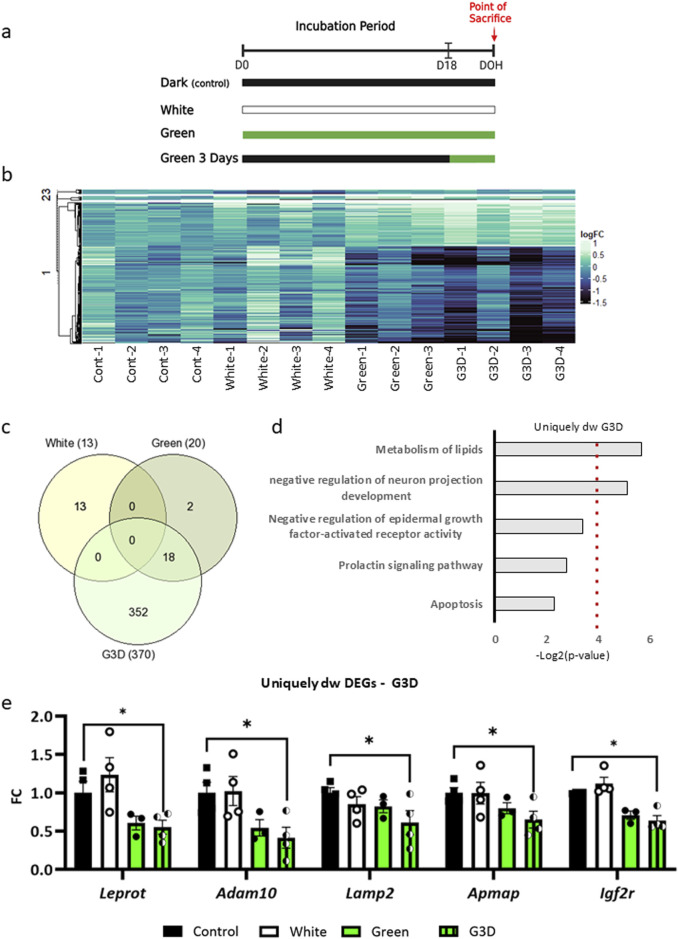
Genome-wide transcriptional profiles in the hypothalamus of male broiler chicks at day of hatch (DOH) induced by in-ovo exposure to various illumination conditions. **(a)**. Illustration of the experimental design; 308 fertile Broiler eggs were exposed to GMI either throughout the entire incubation period (Green) or specifically during the final 3 days before hatching (G3D), with control groups incubated in dark (Control) or white light conditions during 21 days of incubation (White). **(b)**. Heat map displays the clusters of average hypothalamic transcriptional changes (log2FC) of DEGs from the pairwise analysis of White (cluster 1), Green (cluster 2), and G3D (cluster 3) with respect to the Control (dark). **(c)**. Venn diagram shows the overlap between the downregulated DEGs in all three treatment groups compared to control. **(d)**. Gene Ontology (GO) analysis of uniquely downregulated DEGs identified in the G3D group. The x-axis represents -Log2 (p-value). **(e)**. Shown are representative uniquely downregulated DEGs, with normalized counts depicted as Log2FC from the Control group. Data are presented as mean ± SEM. Significant effect between groups is indicated by *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.00001, using One-way ANOVA test with LSD’s multiple comparisons.

These pairwise comparisons uncovered minimal transcriptional changes in the White and Green groups when compared to the control group (13 downregulated genes and five upregulated genes in Control vs. White; 20 downregulated and 28 upregulated DEGs in Control vs. Green, padj <0.05, Figure 1B, heatmap clusters 2 and 3). In contrast, the G3D group exhibited robust significant alterations, with 370 downregulated and 168 upregulated DEGs when compared to the dark–incubated controls (Control vs. G3D, padj <0.05, Figure 1b, heatmap cluster 1). 

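At a padj under 0.05 from edgeR's quasi-likelihood test, 0 genes were higher and 0 lower in White than in Control, and 0 were higher and 0 lower in Green than in Control. The smallest padj was 0.173 in White and 0.202 in Green. At an unadjusted p under 0.05, 569 genes differed in White and 750 in Green, where chance alone gives 524 of the 10475 genes tested on average. Of 35 divisions of the libraries of each comparison, 8 gave at least 569 for White and 3 at least 750 for Green, the real ones included. The 4 White and 4 Control libraries did not overlap in 2.90% of genes, against 2.86% by chance. The 3 Green and 4 Control libraries did not overlap in 9.16% of genes, against 5.71% by chance. Of the genes that the paper's table lists as DEGs, all 23 of White and all 69 of Green changed here in the direction of the table's log2 fold change, and 23 and 67 of them had an unadjusted p under 0.05. These genes had been selected on the same samples, so this is not independent evidence. DESeq2 on the same 15 libraries moved these counts most among the tools, with 1 gene higher in White and with 14 genes higher and 10 lower in Green. The 1 White gene and 23 of the 24 Green genes are in the paper's table.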

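In G3D, 3 genes were higher and 7 lower than in Control (edgeR's quasi-likelihood test, padj under 0.05), and for all 10 the 4 G3D libraries lay outside the range of the 4 Control libraries. At an unadjusted p under 0.05, 713 genes were higher and 924 lower, where chance gives 524 in all on average. Of the 35 divisions of these libraries, 2 gave at least as many genes, the real one included. The genes with a symbol among the 10 were SST and COL1A2, which were higher, and HDAC11, SH3GL3 and BRWD1, which were lower. HDAC11 (ENSGALG00000005092) was at 17.6 ± 1.92 (SD, n = 4) CPM in G3D and 53.4 ± 9.63 (SD, n = 4) CPM in Control, a log2 fold change of -1.59 (standard error 0.27, edgeR padj = 0.0249). SH3GL3 (ENSGALG00000006045) had a log2 fold change of -1.13 (edgeR padj = 0.0323). BRWD1 (ENSGALG00000016065) had a log2 fold change of -1.93 (edgeR padj = 0.0435) from between 8 and 12 counts in each G3D library and between 38 and 74 in each Control library. COL1A2 (ENSGALG00000009641) was at 70.3 ± 17.5 (SD, n = 4) CPM in G3D and 33.1 ± 4.80 (SD, n = 4) CPM in Control, a log2 fold change of 1.09 (standard error 0.19, edgeR padj = 0.0249).

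**Figure D2:**
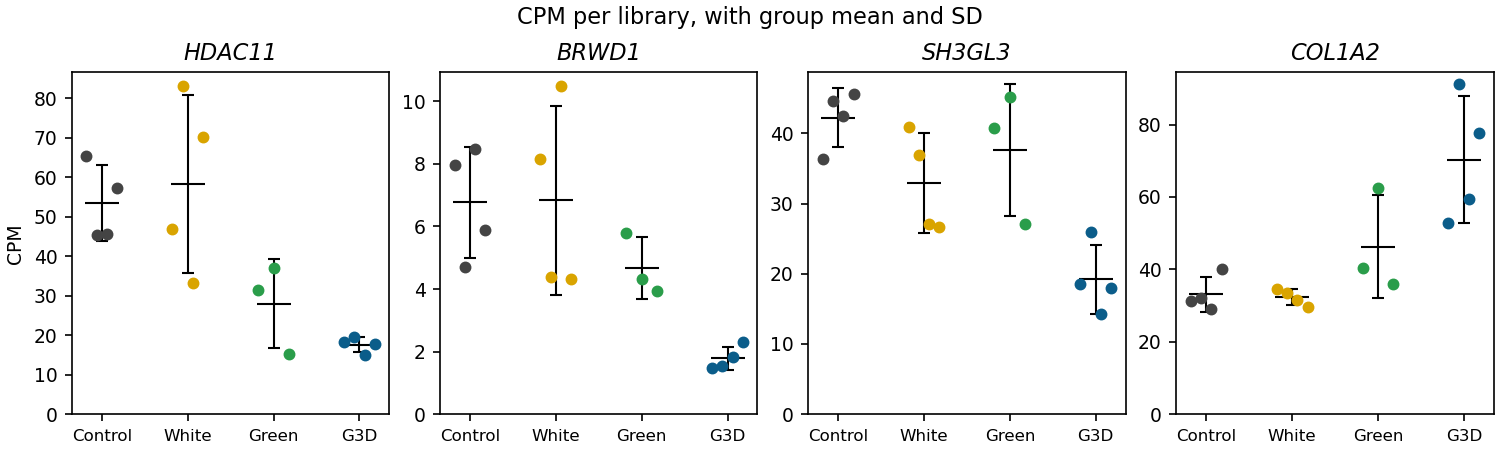
CPM (y axis) of HDAC11, BRWD1, SH3GL3 and COL1A2 in each group (x axis), 1 point per library, with the group mean as a bar and 1 SD as whiskers. In each panel the 4 G3D libraries lie outside the range of the 4 Control libraries.

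DESeq2 on the same libraries called 82 genes higher and 142 lower, all 224 of them in the paper's table, while limma-voom called 2 higher and 2 lower. Under limma-voom HDAC11, SH3GL3 and BRWD1 no longer had a padj under 0.05, nor did BRWD1 with only the 2 groups compared. Over the 15 fits that each left out 1 library, the padj was under 0.05 in 11 for SST, 10 for COL1A2, 9 for SH3GL3, 8 for HDAC11 and 4 for BRWD1. The number of DEGs also rested on single libraries. Without G3D replicate 5 it was 221 (45 higher and 176 lower), and it was 1 without Control replicate 6, Control replicate 8 or G3D replicate 7. All 687 genes that the paper's table lists for G3D changed here in the direction of the table's log2 fold change, 664 of them with an unadjusted p under 0.05. The paper selected these genes on the same samples, so this likeness is not independent evidence for them. Counts of DEGs against Control do not test whether the groups differ from each other. From its own counts of DEGs in the comparisons with Control, the paper states that the G3D group was robustly altered while changes in White and Green were minimal.

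**Figure D3:**
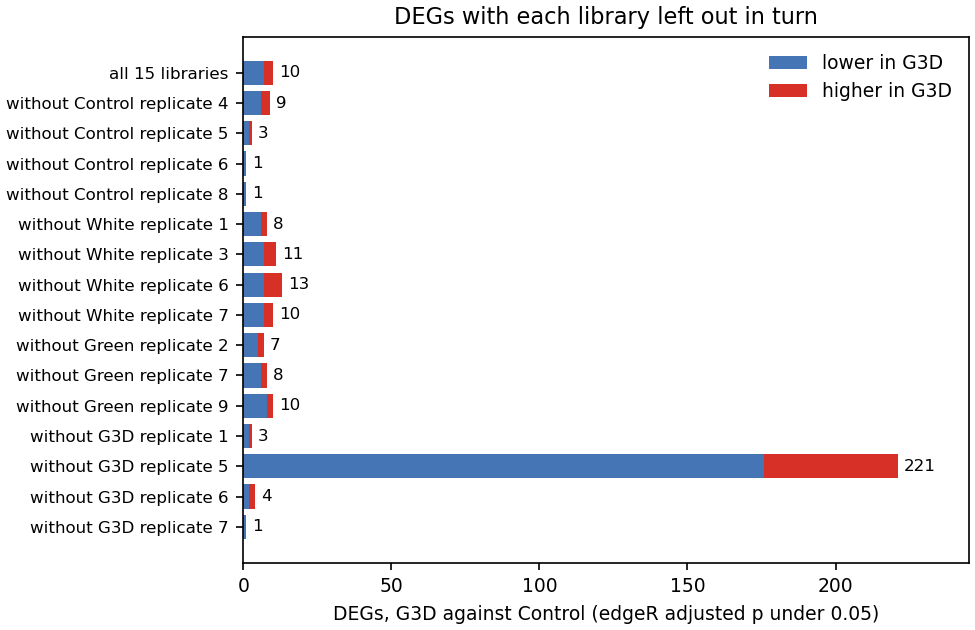
Number of DEGs between G3D and Control (x axis) in the fit of all 15 libraries and with each library left out (y axis), with the lower genes in blue and the higher genes in red. The fit of all libraries gives 10 DEGs and the fit without G3D replicate 5 gives 221.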

Next, we investigated GMI-induced transcriptomic changes, aiming to identify alterations that were unique to each group as well as those that were shared among them (Figure 1c). 

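The lower DEGs of the 3 groups were compared. White and Green had 0 lower DEGs (padj under 0.05, edgeR), so that 0 of the 7 lower DEGs of G3D were shared with either group. At an unadjusted p under 0.05, 375 genes were lower in Green and 924 in G3D, and 220 were lower in both. These 220 genes are 58.7% of the lower genes of Green. The comparisons use the same Control libraries, which alone creates overlap. In 100 simulations of unchanged groups with these libraries the corresponding share had a median of 14.5%, with a highest value of 21.9%. Between White and G3D, 24 genes were lower in both, which is 7.62% of the lower genes of White, where the simulated median was 16.3% and the lowest simulated value 10.6%. Genes were simulated independently of each other, which makes these ranges narrower than those of real libraries. A permutation of the group labels for the correlation of Green and G3D changes gave p = 0.0395 (one-sided, Benjamini-Hochberg adjusted p = 0.0789). With DESeq2, 6 lower DEGs were shared by Green and G3D.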

While we did not detect any overlaps in the downregulated genes with the White group, we observed 18 DEGs that overlapped between the Green and the G3D groups. Moreover, this analysis revealed 352 DEGs that were uniquely expressed in the G3D group (Figure 1c). 

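All 7 lower DEGs of G3D were called in that group alone. The count of such genes was 136 with DESeq2 and 176 without G3D replicate 5. In Green, all 7 genes were also lower than in Control, 3 of them with an unadjusted p under 0.05. A direct test of G3D against Green gave 0 DEGs, with a smallest padj of 0.640 (edgeR's quasi-likelihood test). At an unadjusted p under 0.05, 387 genes differed between these groups, where chance gives 524 on average. Single divisions can lie far from this average, since those of the Green and Control libraries gave between 207 and 803 genes. Divisions of the G3D and Green libraries were not counted, so 387 cannot be called fewer than chance gives. All 7 genes were among these 387, with lower values in G3D. They had been selected for low values in the same G3D libraries, which favours this result, so it is not independent evidence. The 687 genes in the paper's table for G3D were also selected on these libraries. Of these, 74 differed from Green at an unadjusted p under 0.05 and 0 at a padj under 0.05. DESeq2 called 2 genes between G3D and Green.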

Subsequently, we performed Gene Ontology (GO) analysis to pinpoint key biological and molecular pathways within both the shared and uniquely expressed DEGs. While the shared DEGs did not show significant enrichment in any major pathways, the uniquely downregulated genes in the G3D group were predominantly enriched in pathways associated with ‘negative regulation of neuron projection development’, ‘negative regulation of epidermal growth factor-activated receptor activity’, ‘Prolactin signaling pathway’, ‘Apoptosis’ and ‘Metabolism of lipids’ (Figure 1d). Within these pathways we identified the downregulation of *Leprot* [padj: 0.0349] which negatively regulates cell surface expression of leptin receptors (LEPR) and growth hormone receptors (GHR) (Touvier et al., 2009). Thus, it is likely that a GMI-mediated decrease in the expression of this inhibitory agent will lead to an improvement in the hypothalamic responsiveness to leptin and GH signals. Furthermore, we identified several genes, which were previously linked to enhanced insulin sensitivity, decreased inflammation, and oxidative stress (Saftig and Lichtenthaler, 2015); (Kaushik and Cuervo, 2012); (Ma et al., 2016); (Torrente et al., 2020) (ADAM metallopeptidase domain 10 (*Adam10*: [padj = 0.0000415], lysosomal associated membrane protein 2 (*Lamp2*: [padj = 0.0323]), adipocyte plasma membrane–associated protein (*Apmap*: [padj = 0.00345]) and insulin-like growth factor-II receptor (padj = 0.001306], Figure 1e; Supplementary Table S1). 

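LEPROT (ENSGALG00000011047) had between 32 and 229 counts per library. Its level was 17.5 ± 5.25 (SD, n = 4) CPM in Control, 21.6 ± 7.68 (SD, n = 4) CPM in White, 10.6 ± 2.74 (SD, n = 3) CPM in Green and 9.67 ± 3.26 (SD, n = 4) CPM in G3D. The log2 fold change of G3D against Control was -0.84 (standard error 0.30), with a padj of 0.208 from edgeR's quasi-likelihood test and p = 0.0857 from a two-sided exact permutation test. The ranges overlapped, since the highest G3D library had 12.8 CPM and the lowest Control library 10.5 CPM. In Green, the log2 fold change was -0.71 (edgeR padj = 0.676), and the difference between G3D and Green had an edgeR padj of 0.999. With each library left out in turn, the log2 fold change of G3D against Control stayed between -1.02 and -0.67, and its edgeR padj between 0.0953 and 0.427.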

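ADAM10 (ENSGALG00000004212) was at 16.6 ± 4.63 (SD, n = 4) CPM in Control and 6.90 ± 4.59 (SD, n = 4) CPM in G3D, a log2 fold change of -1.22 (standard error 0.40, padj = 0.181 from edgeR's quasi-likelihood test). LAMP2 (ENSGALG00000008572) was at 215 ± 29.8 (SD, n = 4) CPM in Control and 131 ± 67.3 (SD, n = 4) CPM in G3D, a log2 fold change of -0.71 (standard error 0.30, edgeR padj = 0.278). APMAP (ENSGALG00000008651) was at 77.7 ± 10.5 (SD, n = 4) CPM in Control and 50.5 ± 17.3 (SD, n = 4) CPM in G3D, a log2 fold change of -0.61 (standard error 0.22, edgeR padj = 0.207). In each of these 3 genes the G3D range overlapped the Control range. The exact permutation p, two-sided, was 0.0571 for ADAM10 and LAMP2 and 0.0857 for APMAP.
IGF2R (ENSGALG00000011621) varied little among the Control libraries, at 31.1 ± 0.276 (SD, n = 4) CPM, and was at 22.1 ± 3.00 (SD, n = 3) CPM in Green and 19.7 ± 4.23 (SD, n = 4) CPM in G3D. All G3D libraries were below all Control libraries (exact permutation test, two-sided, p = 0.0286, the smallest p that 4 against 4 samples allow). Its log2 fold change in G3D was -0.65 (standard error 0.17, edgeR padj = 0.134). With DESeq2 the padj of IGF2R was 0.0210, in a range up to 0.161 over 9 alternatives. This range leaves out a fit with the replicate number as a block, which gave 0.859. Without G3D replicate 5 the edgeR padj was 0.0381 for ADAM10, 0.0397 for APMAP and 0.0315 for IGF2R, and over the 15 fits that each left out 1 library these values rose as far as 0.369, 0.429 and 0.321. Among the 14 genes whose expression the paper reports by name, 14 in G3D and 5 in Green had a padj under 0.05 when adjusted over the list alone, against 1 and 0 when adjusted over all genes tested with edgeR. The study chose this list on these samples, so the first pair of counts is not independent evidence.

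**Figure D4:**
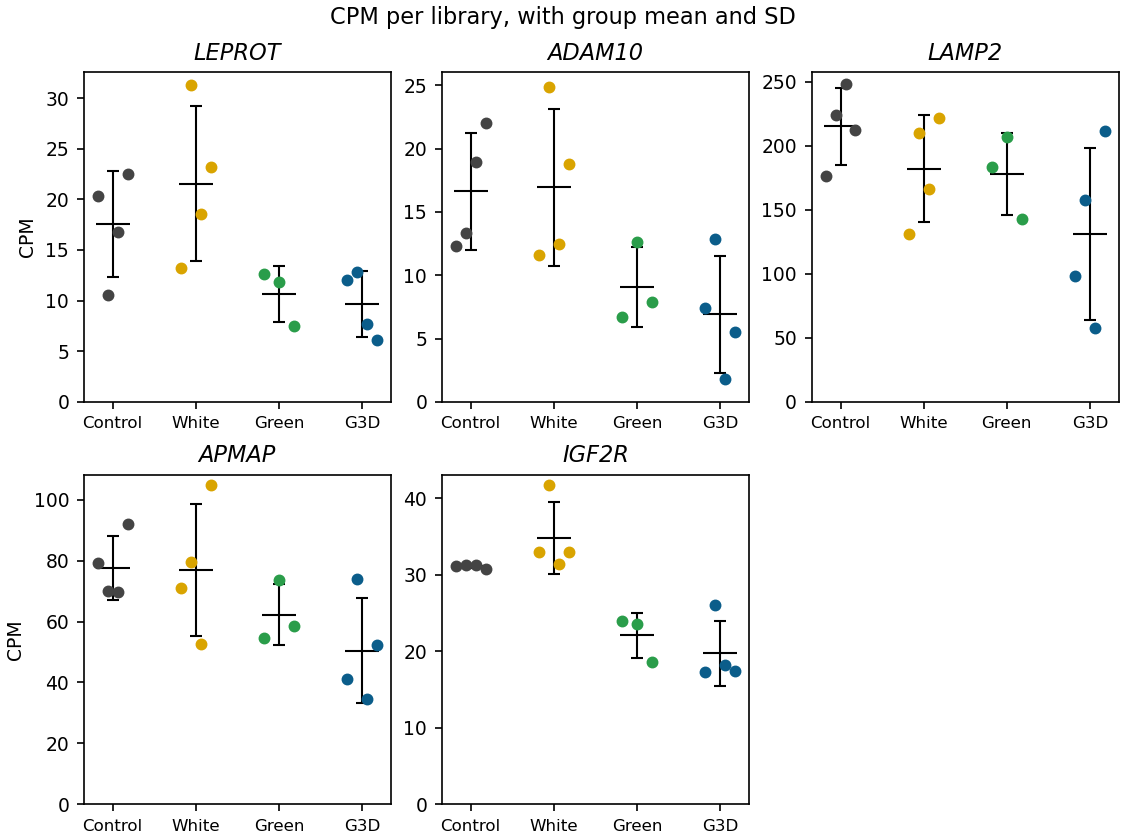
CPM (y axis) of LEPROT, ADAM10, LAMP2, APMAP and IGF2R in each group (x axis), 1 point per library, with the group mean as a bar and 1 SD as whiskers. The Control and G3D ranges overlap in LEPROT, ADAM10, LAMP2 and APMAP and are apart in IGF2R, where Control libraries lie between 30.7 and 31.3 CPM.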

Within the upregulated DEGs, 15 genes were found to overlap between the Green and G3D groups (Figure 2a), with a specific enrichment in pathways related to 'G-protein mediated events’ (Figure 2b). This overlap includes genes such as Pituitary adenylate cyclase-activating polypeptide (Pacap) [G3D-padj = 0.0016, Green-padj = 0.02334], Somatostatin (Sst) [G3D-padj = 0.00000, Green-padj = 0.02745], and Vasoactive Intestinal Peptide (Vip) [G3D-padj = 0.004113, Green-padj = 0.006695], which are essential for regulating the HPS axis and play significant roles in controlling appetite and metabolism (Montero et al., 2000); (Guillemin and Gerich, 1976); (Vu et al., 2015) (Figure 2c). These findings suggest that targeted green illumination during embryonic incubation has broad and common effects on growth, feeding behaviors, and metabolic processes.

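With 0 higher DEGs in Green and 3 in G3D (edgeR padj under 0.05), 0 were shared. At an unadjusted p under 0.05, 375 genes were higher in Green and 713 in G3D, with 202 in both. This is 53.9% of the higher genes of Green, where simulated unchanged groups with the same Control libraries had a median share of 21.1% and a highest share of 27.3% over 100 simulations. White and G3D had 45 higher genes in common, which is 17.7% of those of White, against a simulated median of 23.9%. Genes in these simulations vary independently, so that the range of the shares is too narrow to serve as a test. DESeq2 called 8 higher genes in both Green and G3D.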

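PACAP (ENSGALG00000014858) was at 126 ± 27.6 (SD, n = 4) CPM in Control, 182 ± 15.0 (SD, n = 3) CPM in Green and 183 ± 9.42 (SD, n = 4) CPM in G3D. Its log2 fold change was 0.53 in G3D (standard error 0.16, padj = 0.154 from edgeR's quasi-likelihood test) and 0.53 in Green (standard error 0.17, edgeR padj = 0.511). SST (ENSGALG00000007361) rose from 708 ± 110.3 (SD, n = 4) CPM in Control to 995 ± 23.3 (SD, n = 3) CPM in Green and 1204 ± 129.9 (SD, n = 4) CPM in G3D. The log2 fold change of SST was 0.77 in G3D (standard error 0.13, edgeR padj = 0.0249) and 0.49 in Green (standard error 0.14, edgeR padj = 0.396). VIP (ENSGALG00000013604) was at 82.4 ± 21.4 (SD, n = 4) CPM in Control, 136 ± 12.5 (SD, n = 3) CPM in Green and 113 ± 3.18 (SD, n = 4) CPM in G3D, with log2 fold changes of 0.46 in G3D (edgeR padj = 0.185) and 0.73 in Green (edgeR padj = 0.239). For all 3 genes, every Green and every G3D library was above every Control library. The exact permutation p, two-sided, was 0.0286 for G3D and 0.0571 for Green, in each case the smallest that the numbers of samples allow. Only SST in G3D had an edgeR padj under 0.05 over all genes, and in 4 of the 15 fits that each left out 1 library it rose above 0.05, to 0.106 without Control replicate 8. With DESeq2 the padj of VIP in Green was 0.0221, in a range up to 0.286 over 9 alternatives. The fit with the replicate number as a block, left out of this range, gave 0.9999. The means of White were also above those of Control, with log2 fold changes of 0.37 for PACAP, 0.27 for SST and 0.48 for VIP and unadjusted edgeR p of 0.0277, 0.0479 and 0.00530.

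**Figure D5:**
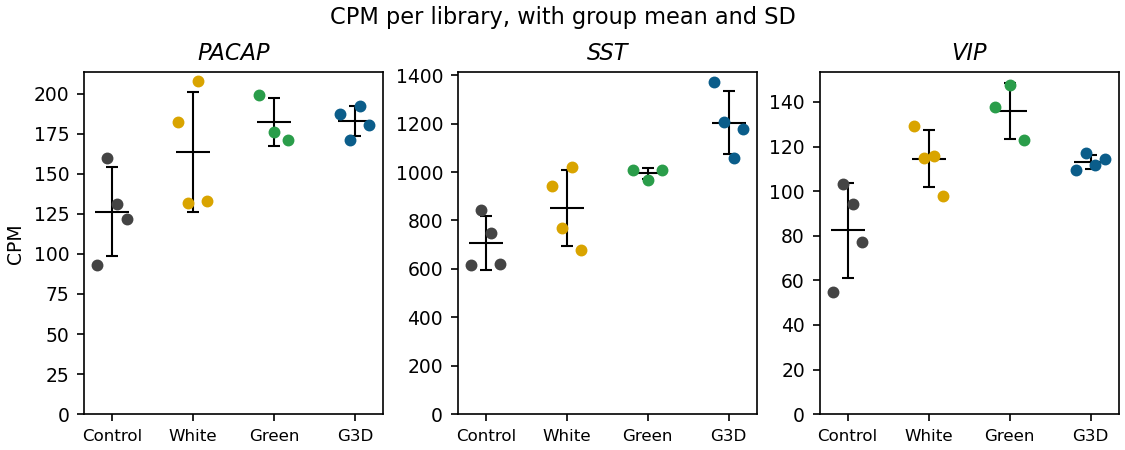
CPM (y axis) of PACAP, SST and VIP in each group (x axis), 1 point per library, with the group mean as a bar and 1 SD as whiskers. All Green and G3D libraries lie above all Control libraries, which reach 159.8 CPM for PACAP, 844 CPM for SST and 103 CPM for VIP.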

**FIGURE 2:**
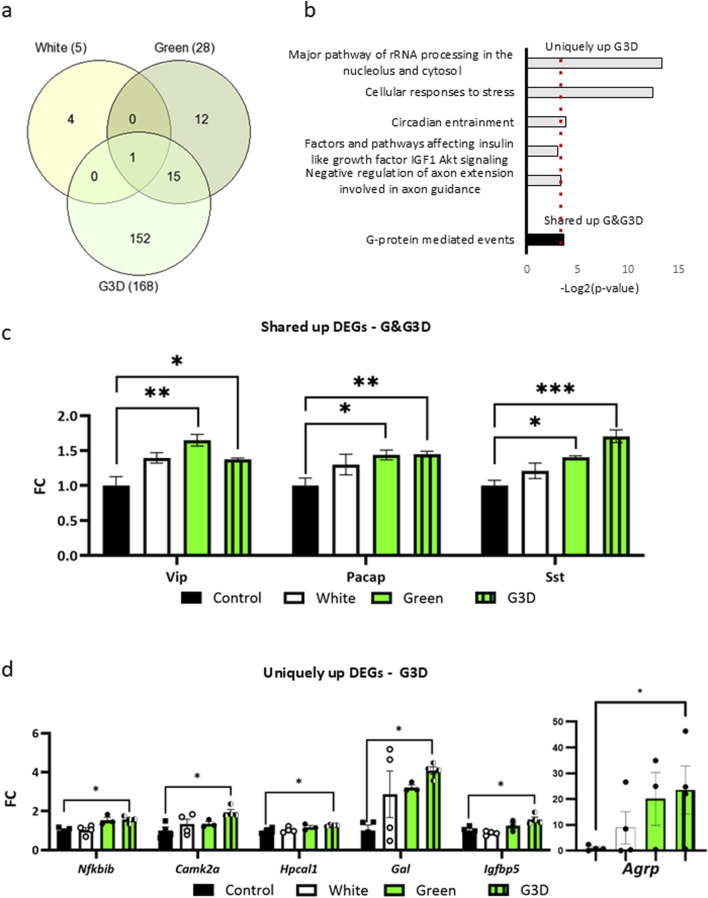
In-ovo exposure to GMI upregulates gene expression in pathways linked to growth, metabolism, and immunity. **(a)**. Venn diagram shows the overlap between the upregulated DEGs in all three treatment groups compared to control. **(b)**. GO analysis of uniquely upregulated DEGs identified in the G3D group (gray bars) and shared DEGs between the Green and G3D groups (black bar). The x-axis represents -Log2 (p-value). **(c)**. Representative upregulated shared DEGs between the Green and G3D groups (Nfkbib, Camk2a, Hpcal1, Galanin, Igfbp5 and Agrp) and **(d)**. Unique DEGs identified in the G3D group (Vip, Pacap, and Somatostatin) (black bar). Normalized counts are depicted as Log2FC from the Control group. Data are presented as mean ± SEM. Significant effect between groups is indicated by *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.00001, using One-way ANOVA test with LSD’s multiple comparisons.

Uniquely in the G3D group, a distinct set of 152 upregulated DEGs were enriched with pathways such as ‘Cellular responses to stress’, ‘Circadian entrainment’ and ‘Factors and pathways affecting insulin-like growth factor IGF1 -Akt signaling’ (Figure 2b). 

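The higher DEGs called in G3D alone were SST, COL1A2 and a gene without a symbol (ENSGALG00000055094). All 3 were also higher in Green than in Control, with an unadjusted p under 0.05, and 1 of them differed between G3D and Green at an unadjusted p under 0.05. The gene without a symbol had a log2 fold change of 1.15 in G3D (standard error 0.22, edgeR padj = 0.0375) and 0.79 in Green (edgeR padj = 0.434). The number of higher DEGs called in G3D alone was 74 with DESeq2 and 45 without G3D replicate 5.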

Within these pathways, noteworthy genes included the master regulator NF-Kappa-B Inhibitor Beta (*Nfkbib*: [padj = 0.04235]), which inhibit Nfkb by complexing with, and trapping it in the cytoplasm (Figure 2d). 

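NFKBIB (ENSGALG00000029691) was at 15.4 ± 2.88 (SD, n = 4) CPM in Control, 16.0 ± 3.85 (SD, n = 4) CPM in White, 23.8 ± 3.92 (SD, n = 3) CPM in Green and 24.1 ± 2.77 (SD, n = 4) CPM in G3D. The log2 fold change was 0.64 in G3D (standard error 0.21, padj = 0.176 from edgeR's quasi-likelihood test) and 0.62 in Green (standard error 0.22, edgeR padj = 0.607). Each G3D library was above each Control library (exact permutation test, two-sided, p = 0.0286), and so was each Green library (p = 0.0571 by the same exact test). Between G3D and Green the log2 fold change was 0.02 with an edgeR padj of 0.999.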

Previous studies have indicated that Nfkbib suppresses inflammation, thereby aiding in the maintenance of normal hypothalamic function under metabolic challenges, oxidative stress, and inflammation (Huang et al., 2020). 

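AGRP (ENSGALG00000002244), GAL (ENSGALG00000007047) and IGFBP5 (ENSGALG00000011468) were measured in the same libraries. AGRP counts were low and uneven, with between 0 and 28 counts in the Control libraries and between 4 and 252 in the G3D libraries. Its mean was 1.25 ± 1.26 (SD, n = 4) CPM in Control and 29.1 ± 23.1 (SD, n = 4) CPM in G3D, a log2 fold change of 4.48 with a standard error of 1.73 and a padj of 0.256 from edgeR's quasi-likelihood test. G3D replicate 7 had 0.764 CPM of AGRP, within the Control range, while the other 3 G3D libraries were at 27.4 CPM or more (exact permutation test, two-sided, p = 0.114). GAL was at 29.6 ± 17.1 (SD, n = 4) CPM in Control, 84.5 ± 70.8 (SD, n = 4) CPM in White, 95.4 ± 7.70 (SD, n = 3) CPM in Green and 120.4 ± 11.4 (SD, n = 4) CPM in G3D. The log2 fold change of GAL was 2.01 in G3D (standard error 0.69, edgeR padj = 0.215) and 1.68 in Green (standard error 0.72, edgeR padj = 0.664), with all G3D and all Green libraries above all Control libraries. IGFBP5 was at 34.7 ± 7.62 (SD, n = 4) CPM in Control and 54.2 ± 9.03 (SD, n = 4) CPM in G3D, a log2 fold change of 0.64 (standard error 0.18, edgeR padj = 0.153). For GAL and IGFBP5 the exact permutation p of G3D against Control, two-sided, was 0.0286. DESeq2 gave IGFBP5 a padj of 0.0389, in a range up to 0.162 over 9 alternatives. The fit with the replicate number as a block, left out of this range, gave 0.894.

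**Figure D6:**
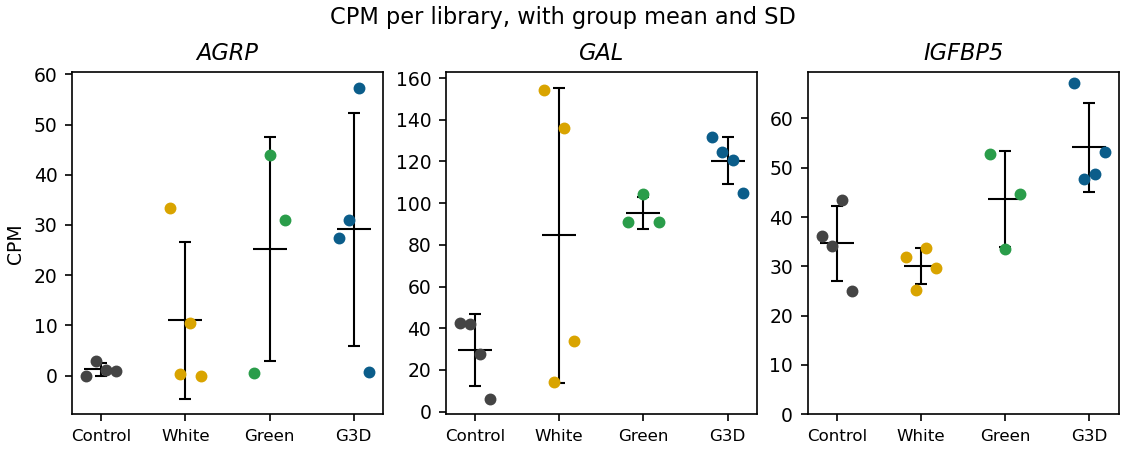
CPM (y axis) of AGRP, GAL and IGFBP5 in each group (x axis), 1 point per library, with the group mean as a bar and 1 SD as whiskers. AGRP is near 0 CPM in some libraries of every group and reaches 57.3 CPM in G3D, and GAL in White lies between 14.1 and 154 CPM.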

Notably, we identified Agouti Related Neuropeptide (*Agrp*: [padj = 0.04579]), Galanin and GMAP Prepropeptide (*Gal*: [padj = 0.01448) and Insulin Like Growth Factor Binding Protein 5 (*Igfbp5*: [padj = 0.00532]), which are potent orexigenic factors (Figure 2d). Previous research has demonstrated that ubiquitous overexpression or central administration of Agrp increases food intake (Denbow and Cline, 2015). Furthermore, these factors synergistically modulate lipid metabolism and insulin sensitivity by activating the AMPK pathway, suggesting that both appetite and metabolic pathways are further affected in the G3D group. 

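HPCAL1 (ENSGALG00000016443) was among the more abundant of the genes considered, at 980.0 ± 132 (SD, n = 4) CPM in Control, 1007 ± 126 (SD, n = 4) CPM in White, 1152 ± 151 (SD, n = 3) CPM in Green and 1239.6 ± 38.1 (SD, n = 4) CPM in G3D. The log2 fold change of G3D against Control was 0.34 (standard error 0.11, padj = 0.179 from edgeR's quasi-likelihood test), with every G3D library above every Control library (exact permutation test, two-sided, p = 0.0286). In Green the log2 fold change was 0.23 (edgeR padj = 0.698). The difference between G3D and Green was 0.11 on the log2 scale, with a standard error of 0.12 and an edgeR padj of 0.999.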

Interestingly, the G3D-specific upregulation of Hippocalcin Like 1 (*Hpcal1*), a member of the neuron-specific calcium-binding protein family present in both the retina and brain, was particularly notable among the uniquely upregulated genes. Hpcal1 is involved in the calcium-dependent regulation of rhodopsin phosphorylation and thus may be relevant for light-induced neuronal signaling in the brain. Additionally, uniquely in the G3D group, we observed a significant increase in the transcription of the gene encoding Calcium/Calmodulin-Dependent Protein Kinase II Alpha (*Camk2a*: [padj = 0.02135]) (Figure 2d). 

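CAMK2A (ENSGALG00000005621) had between 39 and 157 counts in the Control and G3D libraries. It was at 10.8 ± 4.00 (SD, n = 4) CPM in Control, 14.3 ± 5.65 (SD, n = 4) CPM in White, 14.6 ± 2.05 (SD, n = 3) CPM in Green and 20.9 ± 3.06 (SD, n = 4) CPM in G3D. The log2 fold change in G3D was 0.94 (standard error 0.28, padj = 0.154 from edgeR's quasi-likelihood test), and all G3D libraries were above all Control libraries (exact permutation test, two-sided, p = 0.0286). With DESeq2 its padj was 0.0481, in a range up to 0.164 over 9 alternatives. The fit with the replicate number as a block, left out of this range, gave 0.754. The difference between G3D and Green was 0.52 on the log2 scale (standard error 0.30, edgeR padj = 0.999).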

CaMK2-mediated CREB phosphorylation plays a crucial role in numerous epigenetic and transcriptional programs within the brain. Consequently, these findings not only corroborate our previous results and observed phenotype (Dis et al., 2021) but also suggest broader-scale hypothalamic transcriptional and molecular alterations induced by GMI, which are dependent on the developmental phase and duration of the manipulation.

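The GMI groups were also compared with White, which had light for as many days as Green. Between G3D and White, 176 genes were higher and 261 lower in G3D (edgeR's quasi-likelihood test, padj under 0.05). Between Green and White, 5 genes were higher and 18 lower in Green. Both counts moved with single libraries. The 437 DEGs between G3D and White became 38 without White replicate 7 and 1028 without G3D replicate 5, and the 23 between Green and White became 2 without White replicate 3 and 40 without White replicate 1. The paper's lists of DEGs compare each group with Control. From the DEGs of those comparisons it proposes that the alterations depend on the developmental phase and the duration of the illumination.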

### 3.2 GMI-induced modulations in pCREB and H3K27ac are associated with transcriptional alterations

In the next phase, our investigation focused on determining whether the observed alterations in gene expression following the GMI, were mediated through epigenetic modulations. To assess this, we first conducted an *in silico* analysis to identify putative master regulators that could potentially bind to the promoter sites of the DEGs. Given the significant and robust changes, our analysis was primarily focused on the unique DEGs observed in the G3D group or those shared with the Green group.

As illustrated in Figure 3a, CREB1, KAT2A, MYC, and EP300 emerged as central modulators among the unique DEGs observed in the G3D group. CREB1 is known for its prominent expression in activated neurons and its interaction with numerous epigenetic modifiers, such as CREB-binding protein (CREBBP; also known as CBP or KAT2A) and E1A-binding protein P300 (EP300; also known as P300 or KAT2B). Both CBP and EP300 harbor histone acetyltransferase (HAT) domain, and their activation results in elevated acetylation levels, predominantly on histone three at lysine 9 and 27 (H3K9ac, H3K27ac) (Altarejos et al., 2011). These epigenetic modifications enhance chromatin accessibility at genomic regulatory sites and stimulate increased transcription of nearby genes. In contrast, no statistically significant motifs were found in the shared DEGs between the Green and G3D groups (Figure 3a, right panel). Next, we curated a list of target DEGs, both shared and unique, that exhibit strong associations with appetite, growth metabolism, and immunity (*Agrp*, *Vip*, *Pacap*, *Gal* and *Laprot*. Figures 1e, 2c,d). Given previous results and despite their lack of significance in our RNA-seq analysis, we also investigated the *Ghrh* and *Trh* genes. Leveraging previously published chromatin immunoprecipitation followed by sequencing (ChIP-seq) data from the chicken hypothalamus (Pan et al., 2023), we first identified accessible promoter regions of the target genes enriched with DNase peaks, H3K27ac and H3K4me3 marks (Supplementary Figure S2, 3b). Further analysis with three different CREB1 motif sequences confirmed potential binding sites in all the aforementioned promoter regions (Figure 3b). An intriguing discovery pertains to the enrichment of CREB1 and H3K27ac marks near the promoter site of Leprot, which exhibited decreased levels in our RNA-seq analysis (Figure 1e).

**FIGURE 3:**
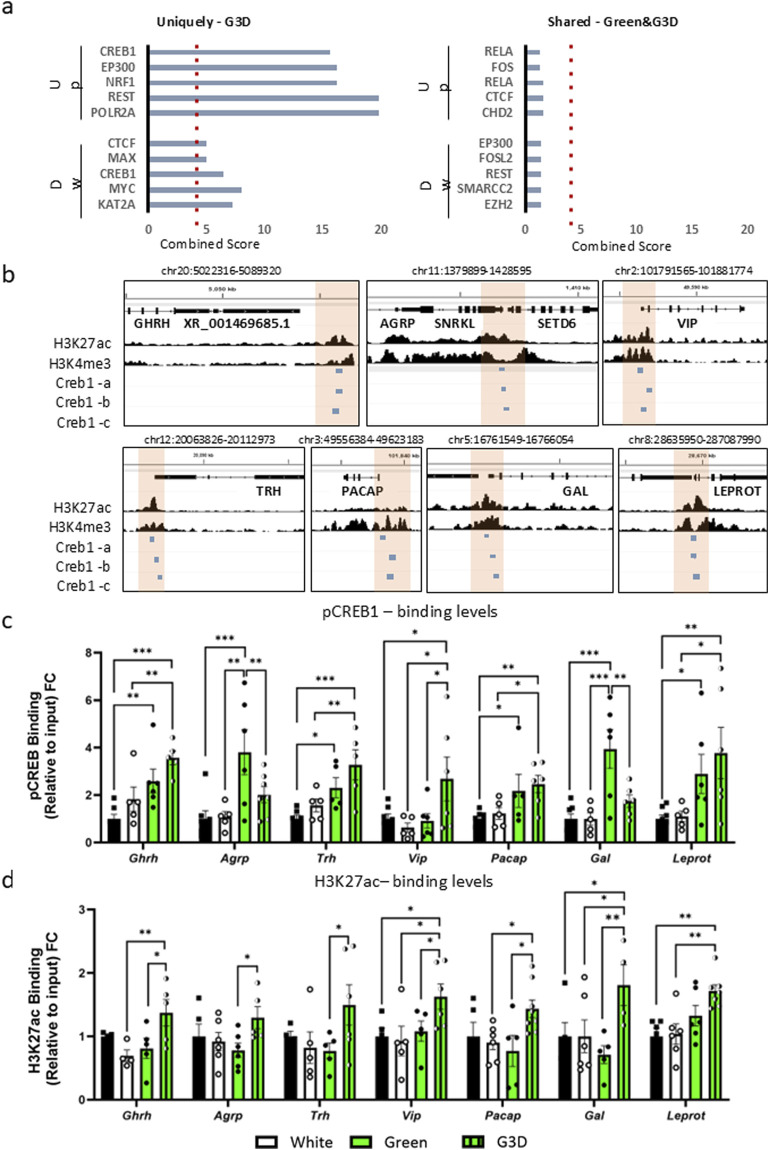
GMI exposure promotes augmented binding of phosphorylated CREB1 (pCREB1) and higher levels of Histone H3 Lysine 27 acetylation (H3K27ac) at gene promoters involved in growth, appetite, and metabolism in the G3D group. **(a)**. In-silico analysis of transcriptional master regulators of uniquely up- or downregulated DEGs identified in the G3D group (left panel) and shared DEGs between the Green and G3D groups (right panel). **(b)**. IGV genome browser tracks presenting genomic loci of the Ghrh, Agrp, Vip, Trh, Pacap, Galanin, and Leprot genes on the Galgal 6.0 genome track. Pan et al. (2023), ChIP-seq tracks from the hypothalamus presenting H3K27ac enrichment, which demarcates active enhancers and promoters, and H3K4me3 peaks, which primarily demarcate active promoters. Promoter regions are indicated by orange rectangles. Three putative CREB1 motif sequences are presented by blue rectangles. Binding levels of **(c)**. pCREB1 and **(d)**. H3K27ac were assessed via ChIP-qPCR with designated primers aligned to the identified promoter/CREB1 sites of Ghrh, Agrp, Vip, Trh, Pacap, Galanin, and Leprot. ChIP enrichment data are presented as Log2FC from the Control group (scatter line). Data are presented as mean ± SEM. Significant effect between groups is indicated by *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.00001, using One-way ANOVA test with LSD’s multiple comparisons.

Next, by utilizing ChIP-qPCR, we measured the enrichment levels of pCREB1 at the identified promoters in all tested groups (i.e., Control, White, Green, and G3D) (Figure 3c). Accordingly, when compared to the dark-incubated control group, we detected a significant elevation in pCREB1 binding levels at the promoter sites of Vip, Leprot, Gal, and Pacap in the G3D group (Figure 3c). Additionally, the Green group also displayed a significant elevation at the promoter sites of Vip, Gal, Pacap, and Ghrh (Figure 3c), in comparison to the controls. However, apart from the Gal and Agrp promoter sites, the increase in pCREB1 binding was less pronounced compared to the elevation observed in the G3D group. An additional immunofluorescence analysis using a CREB1 antibody was conducted on hypothalamic sections from each experimental group. Nuclear CREB1 puncta co-localized with DAPI were quantified as a proxy for p-CREB1, while cytosolic puncta located >3 µm from DAPI were used to assess non-phosphorylated CREB1. This analysis revealed a significant increase in the nuclear-to-cytosolic CREB1 ratio in the G3D group compared to controls (Supplementary Figure S3). These findings are consistent with our ChIP and transcriptomic data, supporting elevated nuclear p-CREB1 levels in response to GMI exposure during late embryogenesis.

While several epigenetic modifications (such as H3K9ac) are generally regarded as relatively stable around gene promoters, H3K27ac is characterized as a more dynamic modification, often associated with environmental stimuli and/or context-dependent neuronal activity (Gao et al., 2020). Thus, in the next phase, we assessed the dynamics of H3K27ac enrichment at the same promoters. Consistent with the elevated pCREB1 binding levels and mRNA expression, we detected a significant increase in H3K27ac levels at the promoter sites of Ghrh [F (3,14) = 3.806, p = 0.0347], Vip [F (3,17) = 3.169, p = 0.0513], Pacap [F (3,20) = 3.066, p = 0.0515], Gal [F (3,16) = 3.365, p = 0.0449] and Leprot [F (3,21) = 6.021, p = 0.004] in the G3D group (G3D vs. Control or White, Figure 3d). Agrp and Trh exhibited a non-significant increase in H3K27ac levels (Agrp: [F (3,18) = 1.936, p = 0.1599], Trh: [F (3,17) = 0.9518, p = 0.4378]). Interestingly, no significant increase in H3K27ac levels was detected at any of the promoter sites in the Green group compared to the controls (Green vs. Control, Figure 3d).

Collectively, our results suggest that GMI promotes increased hypothalamic transcription of GPCRs, calcium-dependent kinases (such as Pacap and Camk2a), and CREB1 coactivator genes (Figures 2c,d). These factors may contribute to elevated phosphorylation of CREB1, which then acts as a scaffold for coactivators like EP300/CBP. As a result, this interaction enhances acetylation at H3K27 within specific gene promoters primarily linked to growth, appetite, and metabolism.

### 3.3 Initial in-ovo GMI exposure enhances hypothalamic sensitivity to green light post-hatching

When established during early developmental stages, epigenetic modifications are often regarded as stable and capable of exerting lasting effects on an organism’s phenotype. Therefore, we examined whether in-ovo exposure to GMI induces persistent changes that enhance hypothalamic responsiveness to green light post-hatching.

To test this, 24 broiler eggs were incubated under four experimental conditions (Control, White, Green, G3D, N = 6 per treatment). At hatch, half of the chicks from each treatment group were sacrificed immediately, while the remaining half were exposed to a 5-min pulse of green monochromatic light followed by 30 min of darkness before sacrifice (Figure 4a). Whole brain sections were collected for immunofluorescence staining to assess hypothalamic responsiveness by measuring cFOS levels (Figure 4b), an immediate early gene widely used as a marker of neuronal activity (Bouwknecht et al., 2007).

**FIGURE 4:**
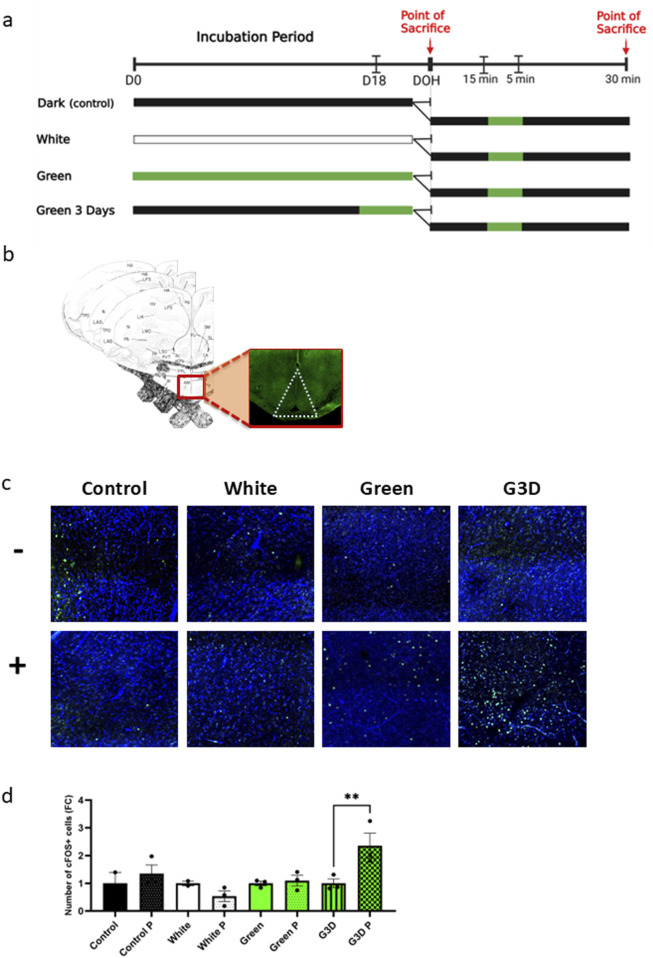
Exposure to GMI in late embryonic stages primes the hypothalamus for post-hatch enhanced sensitivity to GMI **(a)** Illustration of the experimental design; 12 broiler chicks at day of hatch- three from each treatment group (Control, White, Green, and G3D) were subjected to a short pulse of GMI in addition to three other chicks from each treatment group that were sacrificed right after hatch. **(b)** Illustration of the exact location of the area of interest (hypothalamus) in the avian brain for c-FOS positive cells analysis, including the illustrations of the correct coordinates of the hypothalamus-plates A 7.8, A 8.0, and A 8.2 (Kuenzel and Masson, 1988). **(c)** Representative images of immunofluorescence staining of DAPI and c-FOS positive cells (GFP) in the hypothalamus in both chicks that were (+) and were not exposed (−) to a single pulse of GMI from each treatment group. **(d)** Number of c-FOS positive cells in the hypothalamus in both exposed and deprived of a single GMI pulse at DOH (n = 2–3). Data are presented as mean ± SEM. Significant effect between groups is indicated by *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.00001, using One-way ANOVA test with LSD’s multiple comparisons.

Remarkably, in response to the green light pulse, the G3D group exhibited a significant increase in the number of cFOS-positive cells compared to their counterparts not exposed to the pulse [F (7,14) = 4.275, p = 0.01], (Figures 4c,d). In contrast, while a mild increase was observed, no significant differences in cFOS expression were detected between the Green and Control groups following the post-hatch green light pulse (Figures 4c,d). These findings suggest that the initial in-ovo exposure to GMI primed the brain’s circuitry for future responses. This priming established a lasting imprint that enhanced the hypothalamus’s sensitivity to subsequent green light pulses. Furthermore, this highlights the critical importance of the final 3 days of incubation as a key developmental window for establishing this enhanced sensitivity.

### 3.4 Preceding blue illumination reduces green opsin levels in the retina and inhibits hypothalamic epigenetic changes induced by GMI

The concept that visual stimuli received by the retina propagate to deeper brain regions such as the hypothalamus or hippocampus has been demonstrated in several studies (Wei et al., 2022; Adaikkan and Tsai, 2020). Thus, we posit that photoreceptors responsible for sensing green light in the retina initiate this process by transmitting information to other brain regions, thereby facilitating hypothalamic adaptation. Consequently, we hypothesize that disrupting the function of green light-sensitive photoreceptors will inhibit the associated epigenetic modifications.

Previous studies in humans, mice, and avian species have demonstrated that prolonged exposure to blue wavelengths can bleach green light-sensitive photoreceptors and impair their function (Grimm et al., 2001; Grimm et al., 2000). Therefore, fertile broiler eggs were randomly assigned to four groups: (i) dark incubation (Control), (ii) G3D, (iii) Green, and (iv) blue illumination for 3 days starting from embryonic day 16 (E16), followed by an additional 3 days (E18-21) of green light exposure (BG6D) (Figure 5a). At the day of hatch (DOH), chicks were sacrificed, and two hemispheres of the hypothalamus, along with the retina from the right eye (Rogers, 1990) were collected for further examination.

**FIGURE 5:**
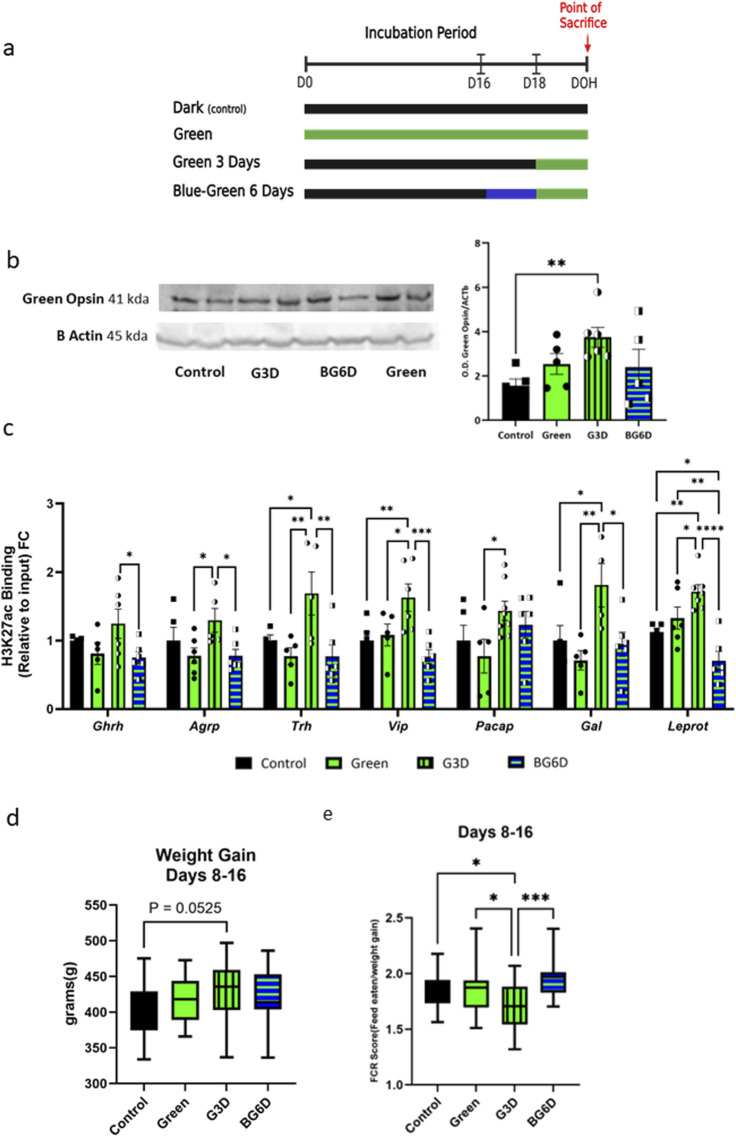
Pre-exposure to blue light, which disrupts green photoreceptor activity, nullified hypothalamic epigenetic modifications in the G3D group **(a)**. Illustration of the experimental design. fertile broiler eggs were divided into four groups (i) dark incubation (Control), (ii) G3D (iii) Green and (iv) blue illumination for 3 days beginning from embryonic day 16 (E16), followed by an additional 3 days of green light exposure (E18-21) (BG6D). **(b)**. Retinal green opsin levels (right eye) of male chicks from all treatment groups, measured via Western blot analysis at DOH (n = 5–6). Data were normalized to β-actin. **(c)**. Binding levels of **(c)**. pCREB1 and **(d)**. H3K27ac were assessed via ChIP-qPCR with designated primers aligned to the identified promoter/CREB1 sites of Ghrh, Agrp, Vip, Trh, Pacap, Galanin, and Leprot. ChIP enrichment data are presented as Log2FC from the Control group (scatter line). **(d)**. The body weight (BW) of each animal was measured at day 8 and day 16 (n = 13–16), and the delta between the two measurements was calculated to examine weight gain in those days. **(e)**. Food conversion ratios (FCRs), a metric reflecting the metabolic utilization of food consumed per unit of body weight were measured in intervals of 6–8-day blocks (n = 11–16). Data are presented as mean ± SEM. Significant effect between groups is indicated by *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.00001, using One-way ANOVA test with LSD’s multiple comparisons.

Western blot analysis of retinal protein levels showed that acute exposure (G3D) led to an increase in green opsin abundance, while chronic exposure (Green) did not significantly change the overall amount compared to the control group (Figure 5b; Supplementary Figure S4). These observations suggest that continuous exposure to GMI throughout the incubation period may lead to opsin -saturation or -habituation due to overexposure. These outcomes can hinder the full expression of GMI effects, thereby impeding the molecular changes in this group. Notably, the levels of green opsin in the BG6D group were comparable to those in the Green and control groups (Figure 5b), confirming that prior blue illumination affected the amount and presumably the responsiveness of green opsins, thereby hindering the effects of GMI.

Next, we assessed H3K27ac levels at the promoter sites in all experimental groups. Remarkably, prior exposure to blue light before GMI (BG6D) completely abolished the epigenetic effects, as indicated by H3K27ac levels comparable to those in the control group and significantly different from G3D (Ghrh: [F (3,17) = 2.315, p = 0.1123]; Agrp: [F (3,18) = 2.883, p = 0.0644]; Trh: [F (3,16) = 4.791, p = 0.0144]; Vip: [F (3,18) = 6.119, p = 0.0047]; Gal: [F (3,16) = 4.493, p = 0.0181]; Leprot: [F (3,20) = 12.41, p < 0.0001]; Figure 5c). This outcome stands in sharp contrast to the significant increase observed in the G3D group compared to controls (Figure 5c). Collectively, these results suggest that GMI-induced epigenetic changes are at least partially mediated through direct or indirect neuronal pathways linking the retina to the hypothalamus.

### 3.5 Phenotypic effects of GMI and the impact of preceding blue illumination (BG6D)

In the final step, we assessed whether GMI influences phenotype and whether blue illumination prior to green illumination (BG6D) would negate these effects. During the first and second weeks post-hatching (days 8–16), we measured changes in body weight (BW) gain and food conversion ratio (FCR), an index of metabolic efficiency representing the amount of food consumed relative to body weight gain.

Our findings revealed a near-significant increase in BW delta in the G3D group compared to controls (F (3,53) = 1.334, p = 0.2730, Figure 5d). However, no significant differences in BW were observed in the Green or BG6D groups (Figure 5d). Additionally, the G3D group exhibited a significantly lower FCR during the days 8–16 period compared to all other groups (F (3,56) = 4.895, p = 0.0043). Consistent with our molecular findings, the BG6D group did not display significant differences in FCR in comparison to the other groups.

These results corroborate our transcriptomic and epigenetic data, indicating that in-ovo exposure to GMI enhances energy utilization and metabolism, particularly during early post-hatch development stages.

## 4 Discussion

Over the years, farmed birds have been selectively bred for performance traits, primarily through genetic selection. This approach has led to substantial increases in both body weight and growth rates. However, to sustain such rapid growth, food consumption has risen significantly. As feed costs account for 60%–70% of production expenses in the poultry industry, there is a continuous drive to enhance growth efficiency and optimize feed-to-energy conversion in broilers. At the same time, efforts focus on improving overall health resilience and ensuring the welfare of the animals. Our study demonstrates that GMI exposure during critical developmental windows induces hypothalamic epigenetic and transcriptional alterations that augment phenotypic plasticity of growth and metabolic efficiency. We demonstrated that these effects are at least partially mediated through the retinal green-opsin signaling and highlighting the importance of precise temporal and spectral light exposure in modulating developmental trajectories.

These findings are supported by several key observations. First, our RNA-seq analysis at DOH revealed minimal transcriptional changes in the White group compared to the controls. Moreover, although we found only 34 overlapping DEGs between the GMI–treated groups (Figures 1c, 2a), the Green group showed the same pattern of increase and decrease in gene expression as the G3D group, but most of these changes did not reach statistical significance (Figure 1b). Accordingly, many of these DEG’s are directly involved in the regulation of the HPS axis (such as Pacap, Sst, and Vip, Leprot and Gal), appetite and metabolism (Agrp, Igfbp5).

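The log2 fold changes of Green and of G3D against Control had a Pearson's r of 0.614 across the 10475 genes, which are not independent replicates. Both comparisons use the same Control libraries, and 100 simulations of unchanged groups gave a median r of 0.453, between 0.410 and 0.494. A permutation of the group labels, which keeps the spread between libraries, gave p = 0.0395 for this relation on log2 CPM (r of 0.655, one-sided, Benjamini-Hochberg adjusted p = 0.0789 over 4 relations). All 10 DEGs of G3D changed in the same direction in Green, where the top 10 genes of the simulated groups had a median of 9. Over all genes, 75.1% changed in the same direction, against 65.1% in the simulations. Green against White and G3D against Control share no library, and their changes had an r of 0.393, where the simulated median was near 0. On log2 CPM the same relation had an r of 0.449 (permutation test with 100000 permutations of the group labels, one-sided, p = 0.00103, Benjamini-Hochberg adjusted p = 0.00412 over 4 relations). In that comparison, 8 of the 10 DEGs had the same direction. With the Control libraries divided between the groups, 2 for each, r was between 0.168 and 0.286 over the 6 divisions. Of the 687 genes in the paper's table for G3D, 676 (98.4%) changed in the same direction in Green against Control, 650 (94.6%) in Green against White and 306 (44.5%) in White against Control. These genes had been selected against the same Control libraries, which raises the shares of Green and of White against Control, and no share for unchanged groups was computed for this set. The change was smaller in Green than in G3D for 634 of the 687, which had been selected for their change in G3D, and 223 had an unadjusted p under 0.05 in Green. From this shared pattern the paper states that the Green group moved as the G3D group did, with most changes short of statistical significance.

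**Figure D7:**
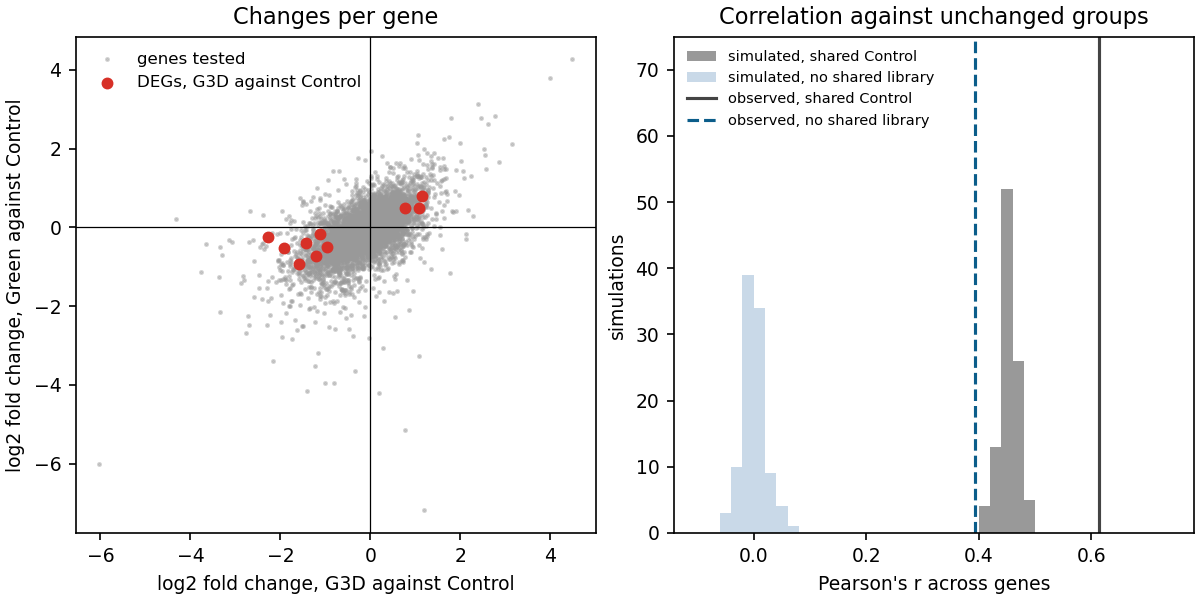
Left, log2 fold change of each of the 10475 genes in G3D (x axis) and in Green (y axis) against Control, with the 10 DEGs of G3D in red. Right, Pearson's r across genes (x axis) in 100 simulations of unchanged groups (bars, number of simulations on the y axis) with lines at the observed values of 0.614 with shared Control libraries and 0.393 with no shared library.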

Alongside these findings, we observed an increase in the expression of Nfkbib a key regulator known for its role in suppressing inflammation (Huang et al., 2020). This aligns with previous studies demonstrating that exposure to artificial green illumination is associated with reduced hypothalamic inflammation and enhanced growth and bone quality in laying hens (Wei et al., 2022). Collectively, these findings not only validate our previous results (Dis et al., 2021) but also suggest broader-scale hypothalamic alterations induced by GMI, which depend upon the developmental phase and duration of this manipulation.

GMI adaptations included heightened transcriptional activation of hypothalamic G-protein mediated events and calcium-kinase dependent pathways, such as Camk2a and Pacap (Figure 2d). Previous research has extensively demonstrated that CaMKII-mediated CREB phosphorylation is crucial for facilitating molecular memory in neurons (Kandel, 2012). As a transcription factor, CREB recruits coactivators, initiating an epigenetic modification phase that increases chromatin accessibility, thereby enhancing transcriptional efficiency.

To investigate the direct involvement of these factors, we examined their roles across different groups. Accordingly, animals exposed to GMI exhibited a significant increase in both pCREB1 binding and H3K27ac levels at the promoters of genes associated with growth, appetite, and metabolism (Figure 3). These findings underscore the specificity of GMI while also highlighting the importance of exposure timing and duration, as evidenced by the pronounced molecular, epigenetic, and transcriptional profiles in the G3D animals.

Next, we investigated whether hypothalamic responsiveness to GMI was enhanced following epigenetic reprogramming. For that, we used cFOS immunostaining as a widely recognized marker of neuronal activation. Our results showed that while no significant changes in cFOS expression were observed in the Green or Control groups, the G3D group displayed a notable increase in both the number and intensity of cFOS-positive cells following a post-hatch green light stimulus (Figures 4c,d). These results suggest that the initial in-ovo exposure to GMI established a lasting imprint that enhanced the hypothalamus’s sensitivity to subsequent green light pulses. Thus, similar to how an initial environmental cue can prime the brain’s circuitry for future responses, early exposure to green illumination in avian embryos appears to prime the hypothalamus for increased neuronal activation in response to later green light stimuli.

Given the obtained results, we were specifically interested in elucidating the biological factors that distinguish between the Green and the G3D groups. The concept that visual stimuli received by the retina propagate to deeper brain regions such as the hypothalamus or hippocampus has been demonstrated in several previous studies (Rogers, 1990; Madison et al., 2024). Thus, we posit that photoreceptors responsible for sensing green light in the retina initially mediate this process by transmitting information to other brain regions, thereby facilitating ‘molecular adaption’ in the hypothalamus. In alignment, acute exposure (G3D) led to an increase in the abundance of retinal green opsins, while chronic exposure (Green) did not significantly alter the overall amount compared to the control group (Figure 5B). Opsins in the retina can undergo inactivation following increased or prolonged exposure to light of different wavelengths (Grimm et al., 2001). Therefore, chronic exposure to GMI may significantly reduce the number of functional green photoreceptors (Figure 5B). Moreover, in line with the levels of retinal green opsins, hypothalamic H3K27ac levels were also comparable to the control group, contrasting with the observed increase in the G3D group.

Additionally, considering that blue illumination can bleach retinal green opsins and disrupt their function (Grimm et al., 2001; Grimm et al., 2000), we designed another experiment where embryos were first exposed to blue light for 3 days, followed by 3 days of sequential exposure to GMI (BG6D). The levels of retinal green opsins in the BG6D group were comparable to those in the Green and control groups (Figure 5b), confirming that prior blue illumination affected the number and likely the responsiveness of green opsins. Moreover, this manipulation impeded the effects of GMI, as hypothalamic H3K27ac levels remained comparable to those of the control group. Collectively, this suggests that green opsin-mediated signaling plays a crucial role in GMI-induced epigenetic and transcriptional alterations. Furthermore, this observation implies that the process is sensitive to duration and disturbances; increased exposure or inactivation through blue illuminations can hinder the full expression of GMI effects.

Last, phenotypically, the G3D group exhibited a near-significant increase in BW gain, with corresponding improvements in food conversion ratio (FCR), indicating enhanced energy utilization and metabolism. Notably, the BG6D group, exposed to blue light before GMI, showed no significant changes in BW, corroborating the disruption of GMI effects through prior blue illumination. Therefore, further research will focus on exploring how these changes can be stabilized and their effects prolonged.

## 5 Conclusion

Our study offers new insights into how specific wavelengths and precise timing of light exposure during critical developmental windows can translate into broader systemic effects, inducing epigenetic and transcriptional changes that enhance phenotypic plasticity. From a broader perspective, these findings illuminate key aspects of developmental biology and highlight the crucial role of epigenetics in shaping organismal responses to their environment.

## Data Availability

All data generated or analyzed during this study are included in the article/supplementary material. In addition, RNA sequencing data generated in this study are available at Gene Expression Omnibus (GEO) under accession number GSE273328.

How the deposited data were processed for this re-analysis (not part of the article)

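RNA from the hypothalamus of Ross 308 broiler chicks at DOH was measured by bulk MARS-Seq in 15 samples: 4 Control, 4 White, 3 Green and 4 G3D. According to the paper's methods, the authors trimmed Illumina adapters with Cutadapt, mapped the reads with STAR onto the 3′ UTR regions of the Galgal 6.0 genome, marked duplicates by gene and UMI, counted reads per gene with HTSeq-count and tested differences with DESeq2 at an adjusted p-value under 0.05. The values the authors deposited are counts, whole numbers per Ensembl gene without normalization, for 24356 genes in 15 columns, of which 17647 genes had at least 1 count. The normalized counts of the paper's supplementary table equal the deposited counts divided by DESeq2's size factors, with a largest relative difference of 4.90e-06 over 10305 values. Total counts per sample were between 3944530 and 9501555. Counting error covers only part of the variation between chicks: pairs of samples of a group had a chi-square per degree of freedom between 11.7 and 27.6.

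Samples were grouped by the lighting regime given in their labels and in the paper. No batch, litter or trial is given for the samples, so none could be included in a model. The counts as deposited were analysed in R 4.3.3 with edgeR 4.0.16: genes were kept by edgeR's filterByExpr (10475 genes), libraries were scaled by TMM, dispersions and quasi-likelihood were fitted on all 15 samples with robust shrinkage, and 6 comparisons between groups were tested with Benjamini-Hochberg adjustment and a threshold of 0.05. Log2 fold changes, standard errors, adjusted p-values and CPM come from this fit. For single genes, log2 CPM with a prior count of 2 was also compared by a two-sided exact permutation test, whose p cannot fall below 0.0286 with 4 against 4 samples and 0.0571 with 3 against 4. The number of genes whose groups do not overlap is given beside the share that chance gives. Comparisons against the same Control libraries were set against 100 simulations of unchanged groups. The code was tested on simulated data with 200 genes changed 2-fold in G3D, in which edgeR recovered 44% of the changed genes among 10245 tested and called 7 unchanged genes, DESeq2 recovered 53.5% among 10475 and called 19, and limma-voom recovered 43.5% among 10245 and called 6. A comparison of unchanged simulated groups gave 0, 1 and 0 calls.

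The alternatives were DESeq2 1.42.0, limma-voom (limma 3.58.1), DESeq2's size factors or upper-quartile scaling in place of TMM, all genes with at least 1 count, only genes with at least 10 counts in every library, only the 2 groups compared, quasi-likelihood without robust shrinkage, the replicate number as a block, an absolute log2 fold change of at least 0.5 beside the padj, and each of the 15 libraries left out in turn. These choices, the comparisons with Control and between G3D and Green, and the rule for naming genes were set before the data were examined. The comparisons with White and 10 further settings of DESeq2, some with surrogate variables from sva 3.50.0, were chosen after seeing the data, while looking for the setting behind the number of DEGs in the paper.

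The genes named are those whose expression the paper reports, the regulators and receptors it names, and, for each comparison and direction, up to 3 genes with a symbol that have the smallest p among those with a padj under 0.05 and no overlap between the groups. The deposited table holds identifiers without symbols, and identifiers were given a symbol only where the paper's supplementary table pairs them. Of the 24 genes listed by name, 14 have an identifier there. GHRH, TRH, CREB1, CREBBP, EP300, KAT2A, KAT2B, MYC, LEPR and GHR could not be identified and are left out. Tests of gene sets were left out for the same reason, since only DEGs of the paper have a symbol. Gene ontology and motif enrichment were not repeated either. The paper names terms and regulators, but only its DEGs have a symbol here, which leaves no unchanged genes to compare with. Data from ChIP-qPCR, immunofluorescence, Western blots, body weight and feed conversion were not analysed here.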

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

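The tests of depth, of single libraries, of a shared axis of variation and of other divisions of the samples in this part were chosen before their results were seen. The comparisons with White were added after seeing the data.

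IGF2R stood apart in a single library of each of 2 groups. White replicate 3 had a log2 CPM of 5.40, while the other White libraries were between 4.99 and 5.06. G3D replicate 5 had a log2 CPM of 4.72, while the other G3D libraries were between 4.14 and 4.21. Across 66 groups of 4 libraries examined for such gaps, 2 were found, and chance alone gives about 3.3. No explanation was tested for the IGF2R value of either library, and tests of G3D replicate 5 over all genes are given under the other observations.

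The changes of G3D and of White against Control differed from each other in 437 genes, 176 higher and 261 lower in G3D (edgeR's quasi-likelihood test, padj under 0.05). The paper gives no list of DEGs for this comparison. The genes with a symbol and the smallest p were XPOT (log2 fold change -1.64, edgeR padj = 0.00343), SH3GL2 (-1.04, edgeR padj = 0.00441) and OSBPL2 (-1.59, edgeR padj = 0.00655) among the lower genes and COL1A2 (1.13, edgeR padj = 0.00841), OTOKERATIN (1.46, edgeR padj = 0.0170) and RPS19 (0.72, edgeR padj = 0.0170) among the higher genes. In each of these the 4 G3D libraries lay outside the range of the 4 White libraries, which was a condition for naming them. Of the 437 DEGs, 348 had no overlap between the groups. Of the 14 genes whose expression the paper reports by name, IGF2R (edgeR padj = 0.0191), IGFBP5 (0.0205), SST (0.0339) and LEPROT (0.0386) also differed between G3D and White. The rest of the 14 had an edgeR padj above 0.05 in this comparison. Of the 35 divisions of the 8 libraries into 2 groups of 4, only the real one, 1 of 35, gave as many DEGs. The next division, which exchanges G3D replicate 5 with White replicate 6, gave 385. Sequencing depth was argued against as the source. With every library thinned to 3944530 counts, 398 DEGs were found, 326 of them among the 437, and the totals of the 2 groups did not differ (exact permutation test, two-sided, p = 0.8). The size of the count rests on single libraries. It was 38 without White replicate 7, 51 without G3D replicate 1, 63 without G3D replicate 6, 64 without White replicate 3 and 1028 without G3D replicate 5. A source of variation that also separates libraries within groups could contribute and cannot be told apart from the lighting regime: the main axis within Control and Green had an absolute correlation of 0.333 with the changes from White to G3D across genes, between the 0.2 and 0.5 set as limits in advance. Day of dissection or trial is not given for the samples. A difference caused by the colour or the duration of light also stays open. Green shares its duration with White and its colour with G3D, and it differed from White in 23 genes and from G3D in 0. At an unadjusted p under 0.05, 387 genes differed between Green and G3D, where chance gives 524 on average. Divisions of these libraries were not counted. With 3 Green libraries, a count of 0 does not exclude an effect of the duration.

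Green and White differed in 23 genes, 5 higher and 18 lower in Green, which is a difference between 2 groups with light throughout incubation. XPOT (log2 fold change -1.42), OSBPL2 (-1.51) and ZDHHC7 (-2.60) had an edgeR padj of 0.0278 each. No overlap between the groups was a condition for naming genes, and all 23 DEGs met it. The Green and White libraries did not overlap in 13.05% of genes, against 5.71% by chance. The count was 216 with DESeq2, 20 with limma-voom and 3 with the replicate number as a block. Of the 35 divisions of the 7 libraries, 2 gave as many DEGs, the real one included. The other gave 25, and it differs from the real one only in placing White replicate 1 with the Green libraries. A share of 2 in 35 is what other groupings of the same libraries can give. The count fell to 2 without White replicate 3 and rose to 40 without White replicate 1, and thinning every library to 3944530 counts left 4 DEGs, all among the 23. A difference due to the colour of light remains open and is not separated from chance here.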

How the results depend on the processing

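Apart from the settings named as added, the alternatives were set before the data were examined. Over the 17 results and the alternatives other than leaving out a library, 97 of 131 values stayed within the limits set for an unchanged result and 34 moved. The share of variance between GMI and other libraries stayed between 16.7% and 25.0% under its 4 alternatives, and DESeq2's size factors, upper-quartile scaling, quasi-likelihood without robust shrinkage and the log2 fold change limit moved no count of DEGs by more than 1.5 times. Unless a cause is given, the cause was not tested.

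DESeq2 in place of edgeR gave 1 higher DEG for White and 14 higher and 10 lower for Green, against 0 of each, and 82 higher and 142 lower for G3D, against 3 and 7. It gave 2 DEGs between G3D and Green against 0, 216 between Green and White against 23, and 1005 between G3D and White against 437. It called 4 of the 14 named genes in G3D against 1. It gave 6 lower and 8 higher DEGs shared by Green and G3D, against 0 and 0, and 136 lower and 74 higher of G3D only, against 7 and 3. In the simulation DESeq2 recovered more changed genes than edgeR and also called more unchanged ones. With limma-voom, 2 genes were lower in G3D, and these 2 were the lower DEGs of G3D only. With all genes that have at least 1 count, White had 1 higher DEG, Green 2 higher and 1 lower, and G3D 10 higher and 20 lower, with 67 between Green and White, 1 higher gene shared, and 20 lower and 9 higher of G3D only. With only the 2 groups compared, Green had 1 higher DEG, G3D had 5 higher (5 of G3D only), and 130 genes differed between G3D and White. With fewer libraries these fits estimate the spread from fewer samples.

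The replicate number as a block gave 4 lower DEGs for White, 0 higher and 3 lower for G3D, 3 between Green and White and 115 between G3D and White, with 0 named genes called and 3 lower and 0 higher of G3D only. The block uses up degrees of freedom and does not describe related samples: over the 8 pairs of libraries with the same number in different groups, the correlation of their deviations from the group means was between -0.0965 and 0.120, with 1 over 0.1, and neither the labels nor the paper say that a number is shared. Ranges of padj given elsewhere leave this fit out. Its padj was 0.859 for IGF2R, 0.894 for IGFBP5, 0.754 for CAMK2A and 1.00 for VIP in Green.

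With each library left out in turn, G3D against Control gave from 0 to 45 higher and from 1 to 176 lower DEGs (also of G3D only). The highest values came without G3D replicate 5, and the lowest without Control replicate 6, Control replicate 8 or G3D replicate 7. White gave from 0 to 1 higher and from 0 to 1 lower, Green 0 higher and from 0 to 1 lower, G3D against Green from 0 to 1, Green against White from 2 to 40 and G3D against White from 38 (without White replicate 7) to 1028 (without G3D replicate 5). From 0 to 4 named genes were called, and 0 lower and 0 higher DEGs were shared in all 15 fits. The share of variance was from 16.8% to 20.8%, the share of G3D DEGs with the same direction in Green from 90% to 100% and the correlation across genes from 0.487 to 0.696.

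The likeness of Green and G3D changes depended on shared libraries. The same direction was seen in 100% of G3D DEGs and in 80% with Green against White. It stayed in all 10 DEGs in each of the 6 divisions of the Control libraries between the groups, which says little, since the 10 genes were selected against these libraries and simulated unchanged groups gave a median of 9 of 10. Over all genes tested, the same direction was seen in 75.1%, in 68.4% with Green against White and in between 57.8% and 64.7% over the 6 divisions. The correlation of 0.614 was 0.393 with Green against White and a median of 0.228 with the Control libraries divided between the groups, which removes the shared libraries.

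Another 10 settings of DESeq2 were added after seeing the data, while looking for the setting behind the paper's numbers of DEGs. On only the 2 groups compared it gave 2 higher and 2 lower DEGs for White, 30 and 27 for Green, and 77 and 140 for G3D, with 7 named genes. With size factors from all 15 libraries these were 2 and 2, 25 and 27, and 81 and 143, with 7 named genes. Without the outlier cutoff and independent filtering they were 1 and 0, 8 and 6, and 33 and 69, with 2 named genes. Without dispersion outliers they were 8 and 5, 14 and 10, and 86 and 159, with 6 named genes. With a local dispersion trend they were 4 and 5, 30 and 20, and 152 and 217, with 7 named genes. With one mean dispersion as the trend they were 1 and 5, 19 and 12, and 72 and 75, with 2 named genes. With 1 surrogate variable they were 23 and 24, 8 and 20, and 5 and 5. With 2 surrogate variables they were 11 and 28, 2 and 12, and 5 and 8. With 3 they were 11 and 44, 6 and 16, and 17 and 14, and with 4 they were 7 and 8, 2 and 13, and 7 and 16. Under each number of surrogate variables 0 named genes were called. For LEPROT the log2 fold change in G3D, -0.84 in the edgeR fit, was 0.10 with 3 and 0.20 with 4 surrogate variables.

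Depth limits the genes with few counts, such as AGRP and BRWD1, and genes under edgeR's expression filter were not tested. At least 10 counts in every library leaves ADAM10, AGRP and BRWD1 out, so that this alternative gives no value for them. The planned tests of gene sets (ribosomal protein genes, mitochondrially encoded genes and marker lists) were not run, because only genes that the paper calls have a symbol and a set drawn from them would hold no unchanged genes. Their alternatives were not run either.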

Differences from the paper's values

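None of the 25 alternatives set before the data were examined brought any count of DEGs, overlap or padj in this part within 1.5 times the paper's value (24 alternatives for ADAM10, AGRP and BRWD1). For the named genes, log2 fold changes did not differ from those of the paper's table. Over the genes of that table, the median absolute difference in log2 fold change was 0.00864 for White, 0.00818 for Green and 0.0110 for G3D, and all 23, 69 and 687 genes had the same direction by the sign of that value. In 2 of the table's sheets the sign of the test statistic is the opposite of the sign of the log2 fold change. Ranges in parentheses are over the alternative tools, scalings, gene filters and sets of libraries. The values that differ are adjusted p-values, the counts that follow from them and the number of reads. The paper's average of about 12 M mapped reads per sample compares with a mean total of 6.75 M in the deposited counts. The paper gives its number for mapped reads, before it describes the marking of duplicates.

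Among genes with a symbol, the paper's 13 lower and 5 higher DEGs of White compare with 0 and 0 in the edgeR fit, its 20 lower and 28 higher DEGs of Green with 0 and 0, and its 370 lower and 168 higher DEGs of G3D with 3 and 2. With all genes, the paper's table lists 8 higher and 15 lower for White, 40 higher and 29 lower for Green and 233 higher and 454 lower for G3D, where the fit gave 0 and 0, 0 and 0, and 3 and 7. The paper's 18 lower DEGs shared by Green and G3D compare with 0, its 352 lower DEGs of G3D only with 3, its 15 shared higher DEGs with 0, its 152 higher DEGs of G3D only with 2 and its 34 shared DEGs in all with 0, each among genes with a symbol. DESeq2 is the tool named in the paper's methods. Here it gave, among genes with a symbol, 0 lower and 0 higher DEGs for White, 5 and 10 for Green and 114 and 59 for G3D, with 3 lower and 5 higher shared and 111 lower and 54 higher of G3D only. Leaving out G3D replicate 5 in the edgeR fit gave 135 lower and 31 higher with a symbol in G3D.

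Of the settings of DESeq2 added after seeing the values, on only the 2 groups compared it gave 30 higher and 27 lower genes for Green and with a local dispersion trend 30 and 20, both within 1.5 times the table's 40 and 29. With size factors from all 15 libraries, the fit of 2 groups gave 27 lower for Green, and 1 surrogate variable gave 20 lower, each within 1.5 times the table's 29. For White, the table's 8 higher genes were matched within 1.5 times without dispersion outliers (8), with 2 and with 3 surrogate variables (11 each) and with 4 (7), all chosen after seeing the values. No added setting came within 1.5 times of the table's 15 lower genes of White or of its counts for G3D, for which the local dispersion trend gave the most, 152 higher and 217 lower.

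For the lower genes named in the paper, the edgeR padj in G3D was 0.208 against the paper's 0.0349 (range 0.0953 to 0.427) for LEPROT, 0.181 against the paper's 0.0000415 (range 0.0381 to 0.369) for ADAM10, 0.278 against the paper's 0.0323 (range 0.120 to 0.493) for LAMP2, 0.207 against the paper's 0.00345 (range 0.0397 to 0.429) for APMAP and 0.134 against the paper's 0.001306 (range 0.0210 to 0.321) for IGF2R. IGF2R had a padj under 0.05 with DESeq2 and, with ADAM10 and APMAP, without G3D replicate 5. LEPROT and LAMP2 were not called under any of these alternatives or the settings of DESeq2 added after seeing the values.

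For the higher genes the edgeR padj in G3D was 0.154 against the paper's 0.0016 (range 0.0536 to 0.351) for PACAP, 0.185 against the paper's 0.004113 (range 0.0878 to 0.351) for VIP, 0.176 against the paper's 0.04235 (range 0.0692 to 0.350) for NFKBIB, 0.256 against the paper's 0.04579 (range 0.101 to 0.576) for AGRP, 0.215 against the paper's 0.01448 (range 0.0626 to 0.390) for GAL, 0.153 against the paper's 0.00532 (range 0.0389 to 0.350) for IGFBP5 and 0.154 against the paper's 0.02135 (range 0.0481 to 0.329) for CAMK2A. In Green it was 0.511 against the paper's 0.02334 (range 0.280 to 0.970) for PACAP, 0.396 against the paper's 0.02745 (range 0.174 to 0.970) for SST and 0.239 against the paper's 0.006695 (range 0.0221 to 0.689) for VIP. DESeq2 called IGFBP5 and CAMK2A in G3D and VIP in Green. The paper's table gives values for other genes in G3D: the edgeR padj was 0.0249 against the paper's 1.20e-07 (range 8.25e-05 to 0.106) for SST, 0.179 against the paper's 0.0234 (range 0.0968 to 0.354) for HPCAL1, 0.0249 against the paper's 1.41e-07 (range 8.25e-05 to 0.0666) for COL1A2, 0.0249 against the paper's 2.81e-11 (range 2.51e-05 to 0.125) for HDAC11, 0.0323 against the paper's 3.93e-06 (range 0.000129 to 0.125) for SH3GL3 and 0.0435 against the paper's 8.95e-05 (range 0.00105 to 0.177) for BRWD1. HPCAL1 and VIP in G3D, and PACAP and SST in Green, were not called under any of these alternatives or the settings of DESeq2 added after seeing the values.

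Some settings added after seeing the values called genes that the edgeR fit did not. A local dispersion trend in DESeq2 called ADAM10 (padj = 0.0336), IGF2R (0.0111), PACAP (0.0285), NFKBIB (0.0438), IGFBP5 (0.0220) and CAMK2A (0.0287) in G3D and VIP (0.00712) in Green, of which NFKBIB, CAMK2A and VIP in Green were within 1.5 times the paper's padj. DESeq2 on only the 2 groups compared called IGF2R, PACAP, AGRP (0.0398), GAL (0.0192), IGFBP5 and CAMK2A in G3D and VIP in Green. With size factors from all 15 libraries it called the same genes, with AGRP at 0.0368, GAL at 0.0174 and CAMK2A at 0.0319. AGRP and GAL in both of these fits, and CAMK2A in the second, were within 1.5 times the paper's padj. Without dispersion outliers DESeq2 called IGF2R, AGRP, GAL, IGFBP5 and CAMK2A in G3D and VIP in Green. Without the outlier cutoff and independent filtering, and with one mean dispersion as the trend, it called IGF2R in G3D and VIP in Green. These settings were chosen after seeing the values.

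The paper's text and its own table give different values for the same measures in a few places. ADAM10 has a padj of 0.0000415 in the text and 0.000418 in the table, APMAP 0.00345 and 0.000349, VIP in G3D 0.004113 and 0.0411, and GAL 0.01448 and 0.0148. Counted from the table among genes with a symbol, 17 higher DEGs are shared by Green and G3D and 151 are of G3D only, where the text gives 15 and 152. The text states that no downregulated DEG is shared with White, and the table holds 1 such gene between White and G3D, without a symbol. The legend of Figure 2 lists PACAP, SST and VIP as unique to G3D and the other 6 genes as shared, the reverse of the text. In the edgeR fit, 1 of these 9 genes, SST, was called, in G3D. The paper presents NFKBIB, AGRP, GAL, IGFBP5, HPCAL1 and CAMK2A as changed in G3D alone. In Green their log2 fold changes were 0.62, 4.27, 1.68, 0.33, 0.23 and 0.42, and none of the 6 differed between G3D and Green (edgeR padj = 0.999 for each).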

Other observations

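The tests on shared Control libraries, on the likeness of White and G3D and on G3D replicate 5 in this part were chosen only after the result was seen. The counts of divisions of the samples were planned.

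Other divisions of the libraries show how many DEGs the same samples give without regard to the lighting regime. Between White and Control, all 35 of the 35 divisions gave at least the 0 DEGs of the real one, and the highest count was 10. At an unadjusted p under 0.05, 8 of 35 divisions gave at least the real 569 genes. Between Green and Control, all 35 divisions gave 0 DEGs, and 3 of 35 gave at least the real 750 genes at an unadjusted p under 0.05. Between G3D and Control, the real division was the only one, 1 of 35, to give as many as 10 DEGs, and 2 of 35 gave at least the real 1637 genes at an unadjusted p under 0.05. The other was the exchange of G3D replicate 5 with Control replicate 5, with 1657 genes and 2 DEGs.

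G3D replicate 5 held down the number of DEGs between G3D and Control, which was 10 with it and 221 without it. The 4 divisions that exchange it with a Control library gave at most 2 DEGs. At an unadjusted p under 0.05, the exchanges with Control replicates 4 and 8 gave 956 and 710 genes, against 1637 in the real division. Those with Control replicates 5 and 6 gave 1657 and 1607, so that an exchange with either of these is not excluded. Low depth is argued against, since the total of G3D replicate 5, 7979031 counts, was the highest of the G3D libraries. A smaller change along the direction of the other G3D libraries cannot be told apart from no change. With the Control libraries divided between both sides, so that a library without a change has a slope near 0, the slope of its changes on the mean changes of the other 3 had a median of 0.143 over the 6 divisions. The medians of the other G3D libraries were between 0.321 and 0.512. Those of the 4 Control libraries, each set against the other 3 divided between both sides, were between -0.146 and 0.122. The 0.143 is above these by less than their spread. This comparison cannot decide, because the Control slopes use fewer libraries and some are the same difference taken with both signs. The 4 Control libraries are also too few. G3D replicate 6, one of the libraries that replicate 5 was set against, also stood apart. Its 10 most abundant genes held 15.5% of its counts, against 21.4% to 27.5% in the other libraries. It had the fewest detected genes, 12270 from a total of 4196251 counts, and the highest PC1 score, 27.5. Which of replicates 5 and 6 is the unusual library was not tested. Chicks that differ in their response to light, a difference in dissection and a mixed sample stay open and were not tested.

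Shared Control libraries are argued against as the whole source of the likeness of Green and G3D. With both groups against Control, the permutation p of the correlation was 0.0395 (one-sided, Benjamini-Hochberg adjusted p = 0.0789), which does not pass 0.05 after adjustment. Green against White and G3D against Control share no library, and the permutation p of their correlation was 0.00103 (one-sided, adjusted p = 0.00412). This is a hypothesis of a common response to green light that was found and tested on the same data. White is then one of the groups compared, so a response to white light in the opposite direction could give the same correlation. In White and G3D, both against Control, the correlation across genes was 0.183, where unchanged groups with the same Control libraries gave a median of 0.489 and at least 0.446. The permutation p of a correlation this low was 0.00609 (one-sided, 100000 permutations, Benjamini-Hochberg adjusted p = 0.0244 over 4 relations). White and Green had a correlation of 0.207 against a simulated median of 0.452 (permutation p = 0.0314, one-sided, adjusted p = 0.0628). The simulations and permutations assume that no group changed. A change in the green group alone would also lower the correlation, so neither p is specific to White. White light that changed expression away from the green groups is 1 candidate explanation. In the edgeR fit no gene of White passed a padj of 0.05 against Control. DESeq2 called 1 gene of White, and its settings added after seeing the data called between 1 and 55. A processing batch shared by Green and G3D is not given in the labels or the paper, and it would give the same pattern.

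AGRP varied widely between libraries of the same group. In White it had 33.3, 0.410, 10.5 and 0 CPM, in Green 0.505, 43.9 and 31.1 CPM, in G3D 27.4, 31.0, 57.3 and 0.764 CPM, and in Control at most 3.00 CPM. A gene without a symbol (ENSGALG00000016600), chosen after its values were seen, was also uneven, with 167, 0.410, 123 and 0.120 CPM in the same order of White libraries and 144, 52.0, 73.2 and 16.8 CPM in G3D. GAL in White had 154, 14.1, 136 and 33.7 CPM. No explanation was tested, and the share of each library that comes from the part of the hypothalamus in which AGRP is expressed is not known.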
